# Identification of Genes Expressed by Human Airway Eosinophils after an *In Vivo* Allergen Challenge

**DOI:** 10.1371/journal.pone.0067560

**Published:** 2013-07-02

**Authors:** Stephane Esnault, Elizabeth A. Kelly, Elizabeth A. Schwantes, Lin Ying Liu, Larissa P. DeLain, Jami A. Hauer, Yury A. Bochkov, Loren C. Denlinger, James S. Malter, Sameer K. Mathur, Nizar N. Jarjour

## Abstract

**Background:**

The mechanism for the contribution of eosinophils (EOS) to asthma pathophysiology is not fully understood. Genome-wide expression analysis of airway EOS by microarrays has been limited by the ability to generate high quality RNA from sufficient numbers of airway EOS.

**Objective:**

To identify, by genome-wide expression analyses, a compendium of expressed genes characteristic of airway EOS following an *in vivo* allergen challenge.

**Methods:**

Atopic, mild asthmatic subjects were recruited for these studies. Induced sputum was obtained before and 48h after a whole lung allergen challenge (WLAC). Individuals also received a segmental bronchoprovocation with allergen (SBP-Ag) 1 month before and after administering a single dose of mepolizumab (anti-IL-5 monoclonal antibody) to reduce airway EOS. Bronchoalveolar lavage (BAL) was performed before and 48 h after SBP-Ag. Gene expression of sputum and BAL cells was analyzed by microarrays. The results were validated by qPCR in BAL cells and purified BAL EOS.

**Results:**

A total of 299 transcripts were up-regulated by more than 2-fold in total BAL cells following SBP-Ag. Mepolizumab treatment resulted in a reduction of airway EOS by 54.5% and decreased expression of 99 of the 299 transcripts. 3 of 6 post-WLAC sputum samples showed increased expression of EOS-specific genes, along with the expression of 361 other genes. Finally, the intersection of the 3 groups of transcripts (increased in BAL post SBP-Ag (299), decreased after mepolizumab (99), and increased in sputum after WLAC (365)) was composed of 57 genes characterizing airway EOS gene expression.

**Conclusion:**

We identified 57 genes that were highly expressed by BAL EOS compared to unseparated BAL cells after *in vivo* allergen challenge. 41 of these genes had not been previously described in EOS and are thus potential new candidates to elucidate EOS contribution to airway biology.

## Introduction

Recruitment of EOS to the lung has been reproducibly reported in allergic asthma [1]. While airway eosinophilia is commonly associated with increased risk for asthma exacerbation, severity, and poor prognosis [2]–[4], the precise correlation of EOS to the pathophysiology of asthma remains controversial. Reduction of airway EOS is associated with decline of submucosal matrix protein deposition and airway smooth muscle hyperplasia [5], [6] suggesting that EOS contribute to airway remodeling. Through the production and release of pro-inflammatory mediators, EOS can amplify the expression of Th1, Th2, and Th17 cytokines and chemokines [7]–[9] indicating they play a role in the adaptive immune response. Recent trials of anti-IL-5 antibodies (mepolizumab and reslizumab) have shown benefits in asthma, particularly in reducing rates of exacerbations [10]–[12].

One approach to understanding the biology of EOS in asthma is gene expression analysis by microarrays. Initial GeneChip analysis, which was performed using *in vitro* IL-5-activated circulating EOS, identified 66 genes that were up-regulated by IL-5 and predicted to have functions in adhesion, recruitment, activation and survival [13]. A subsequent study performed by our group showed that the expression of more than 200 genes was increased *in vitro* in IL-5- and GM-CSF-activated EOS, including the anti-apoptotic serine/threonine protein kinase Pim-1 [14], [15]. During their egress to the airway, in response to allergen, the phenotype of peripheral blood EOS changes dramatically [16]–[18]; however, gene analysis with microarrays of airway EOS has not been explored.

We performed gene expression array analysis on sputum samples obtained following whole lung allergen challenge (WLAC), and on bronchoalveolar lavage (BAL) cells obtained following segmental bronchoprovocation with an allergen (SBP-Ag). These two *in vivo* allergen challenge models are well-established asthma models that lead to eosinophilic airway inflammation [19]–[21]. Typically SBP-Ag causes EOS to increase in the BAL from ∼0.5% at baseline to ∼70% after allergen challenge [9] while WLAC induces an increase of EOS in sputum from ∼3% to ∼10% [21]–[24]. Therefore, we anticipated that analysis of total BAL and sputum cells by microarrays after SBP-Ag and WLAC and purified BAL EOS would facilitate identification of genes specifically expressed by airway EOS.

## Materials and Methods

### Subjects

The study was approved by the University of Wisconsin-Madison Health Sciences Institutional Review Board (IRB). Informed written consent was obtained from subjects prior to participation. Subjects had a history of mild atopic asthma as defined by at least one positive skin prick test and a history of allergen-induced asthma exacerbation with reversibility to albuterol >12% and/or a provocative concentration of methacholine producing a 20% fall in FEV_1_ (PC_20_) of <8 mg/ml. None of the subjects were using inhaled or oral corticosteroids. 10 subjects finished the SBP-Ag protocol and 2 were excluded for lower percentage of EOS in BAL after SBP-Ag (<67%) or low purity of BAL EOS (<99%). 18 subjects completed the sputum protocol and 12 were excluded due to having <500,000 cells, greater than 60% epithelial cells in the sputum, a greater than 2-fold difference in the percentage of epithelial cells pre- and post- WLAC, lack of RNA after extraction, or RNA integrity that was insufficient for microarrays.

### Bronchoscopy, SBP-Ag, and Anti-IL-5 Administration

Detailed methods for bronchoscopy, SBP-Ag, and BAL cell preparation have previously been described [25]. A graded inhaled Ag challenge with *Dermatophagoides farinae* (Der p 1, dust mite), *Felis catus domesticus* (Fel d 1, cat) or *Ambrosia artemisiifolia* (Amb a 1, ragweed), obtained from Greer Laboratories (Lenoir, NC, USA) was performed to determine the participant’s AgPD_20_ (the provocative dose of Ag leading to a 20% fall in FEV_1_). One month later, a baseline bronchoscopy with BAL (4 × 40 ml aliquots of sterile 0.9% NaCl) was performed followed by administration of Ag at a dose of 20% of the AgPD_20_ into the lavaged segment (BAL V1, Figure 1). Bronchoscopy with BAL was repeated 48 h later (BAL V2, Figure 1). One month after the first SBP-Ag, a single dose of anti-IL-5 (750 mg, mepolizumab generously donated by GlaxoSmithKline) was administered intravenously to reduce the number of airway EOS. One month after mepolizumab treatment, the second SBP-Ag was performed with BAL immediately before (BAL V3) and 48 h later (BAL V4). Circulating EOS number was <100 per µl at the time of the second SBP-Ag (BAL V3). BAL cells were assessed by hemocytometer using Turk’s counting solution containing acetic acid and methylene blue and cell differentials were determined on cytospin preparations stained with the Wright-Giemsa-based Hema-3 (ThermoFisher/Thermo Scientific, Rockford, IL, USA). On BAL V2 (Figure 1), airway EOS were purified from BAL cells using a two-step Percoll gradient as previously described [8]. EOS were collected from the 1.085/1.100 g/ml interface.

**Figure 1:**
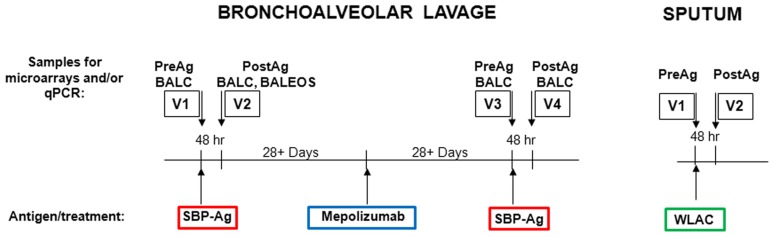
Bronchoalveolar lavage and sputum timelines. Atopic mild asthmatics underwent bronchoalveolar lavage (BAL) followed by segmental challenge with an allergen (SBP-Ag) on visit 1 (BAL V1). 48 h later on visit 2 (BAL V2), BAL was performed at the site of the challenged segment. One month later, a single dose of mepolizumab was administered. One month after dosing, BALs were repeated both before and after SBP-Ag. BAL cells (BALC) were prepared on visits 1, 2, 3, and 4 and airway EOS (BALEOS) were purified on visit 2. For the induced sputum study, sputum collection was performed followed by a whole lung allergen challenge (WLAC) on visit 1 (sputum V1). Collection of a second induced sputum was done 48 h after WLAC on visit 2 (sputum V2).

### Induced Sputum

Induced sputum was obtained as previously described [22] on visit 1 (sputum V1, Figure 1) and 48 h after a graded WLAC leading to a 20% fall in FEV_1_ (sputum V2). Briefly, patients inhaled nebulized 3% saline for 5 minutes, rinsed out their mouth and then coughed with collection of the sputum produced. This was repeated a total of three times. The sputum was diluted 1∶1 with PBS. After centrifugation, cytospins were prepared and stained with Giemsa to determine cell distributions. Cells were stored in Trizol solution for RNA purification.

### RNA Preparation and Microarray Hybridization

Total RNA was extracted from BAL cells or purified BAL EOS using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA), treated with DNase (RNase-free DNase kit, Qiagen), and RNA from BAL cells were submitted to the University of Wisconsin-Madison Gene Expression Center (Madison, WI) for labeling and hybridization. RNA quality and integrity was evaluated via Agilent 2100 Bioanalyzer platform (Agilent Technologies). Sense-strand cDNA was generated from total RNA using the Ambion Whole Transcript (WT) Target Expression Kit (Life Technologies, Grand Island, NY, USA). Fragmentation and labeling of the single-stranded cDNA was performed using the Affymetrix GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA). The labeled cDNAs were hybridized to Human Gene ST 1.0 GeneChips (Affymetrix) according to the manufacturer’s protocols.

Induced sputum samples were shipped to Miltenyi Biotech for RNA extraction using standard RNA Trizol extraction protocols. Sample integrity was evaluated via Agilent 2100 Bioanalyzer platform (Agilent Technologies). 50 ng of RNA was amplified and labeled using the Aglient Low Input Quick Amp Labeling Kit (AgilentTechnologies). Hybridization was performed using the Agilent Gene Expression Hybridization Kit to Agilent Whole Human Genome Oligo Microarrays 8X60K for microarray analyses. The Agilent Feature Extraction Software was used to read out and process the microarray image files.

### Microarray Data Analysis

For BAL cells, raw data (CEL files) were uploaded into ArrayStar software version 4.0 (DNASTAR Inc., Madison, WI, USA) for normalization and statistical analysis. The robust multichip analysis (RMA) algorithm was used for background correction, quantile normalization and median polish summarization. Microarrays are deposited in the Gene Expression Omnibus repository (accession number: GSE46159). Four pairs of data comparisons that might reveal genes up-regulated in BAL cells after allergen challenge with or without mepolizumab were performed. The transcripts were filtered on the basis of ≥2-fold difference. The 99 genes up-regulated by SBP-Ag and decreased 1.5-fold by mepolizumab (Table S5) were determined using both the direct fold change between BAL V4 and V2 and the fold change between BAL V2 and V1 divided by the fold change between BAL V4 and V3 (see Figure 1).

For induced sputum samples, raw data files were analyzed using the Agilent Feature Extraction Software (FES) (Agilent Technologies). The software was used to determine feature intensities, perform background subtraction, reject outliers, and calculate statistical confidences. Microarrays are deposited in the Gene Expression Omnibus repository (accession number: GSE46238).To determine differential gene expression, the data outputted from FES was then analyzed using the Rosetta Resolver gene expression data analysis system (Rosetta Biosoftware). Ratios were calculated as control vs. sample, or before and after allergen challenge, by division of sample intensity through control signal intensity.

### Real-time qPCR

The reverse transcription reaction was performed using the Superscript III system (Invitrogen/Life Technologies, Grand Island, NY, USA). mRNA expression was determined by qPCR using SYBR Green Master Mix (SABiosciences, Frederick, MD, USA) and human IL5RA, LTC4S, FFAR2, CNR2, ARAP3, DAPK2, PRSS33, TNFSF14, IL1R1 and FCER2 (CD23ß) forward and reverse specific primers (see Table S1 for primer sequences) were designed using Primer Express 3.0 (Applied Biosystems, Carlsbad, CA, USA) and blasted against the human genome to determine specificity using http://www.ncbi.nlm.nih.gov/tools/primer-blast. The reference gene, ß-glucuronidase ((GUSB), forward: caggacctgcgcacaagag, reverse: tcgcacagctggggtaag), was used to normalize the samples. Standard curves were performed and efficiencies were determined for each set of primers. Efficiencies ranged between 91 and 96%. Data are expressed as fold change using the comparative cycle threshold (ΔΔCT) method as described previously [9]. The values presented in Figure 4 are fold change = (2^−ΔΔCt^) compared to expression in BAL cells at V1 (before SBP-Ag).

### Statistical Analyses

To compare expression of genes in total BAL cells and purified BAL EOS by qPCR, data were log transformed and analyzed using the Student’s paired *t*-test. Statistical analyses were performed using SigmaPlot 11.0 software package.

## Results

### Gene Expression Analysis in BAL Cells 48 h after SBP-Ag by Microarrays

While less than 1% of BAL cells were EOS before SBP-Ag, they increased to 73.9% ±4.2 (n = 8) of the total BAL cell population after SBP-Ag. After mepolizumab, SBP-Ag elicited a significant but much attenuated increase in EOS counts compared to before mepolizumab (34% ±9 versus 73.9% ±4.2; p<0.001, paired *t* test, n = 8) [26]. 2 of 8 subjects (Figure 2) were randomly chosen for gene expression analysis using a whole human genome transcript microarray. 

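BAL cells from these 2 subjects were analyzed at 4 visits, with 1 Affymetrix Human Gene ST array per subject and visit, which gives 8 arrays. V1 preceded the first SBP-Ag and V2 followed it by 48 h. V3 and V4 were the matching visits of the second SBP-Ag, after 750 mg of mepolizumab, an antibody that neutralizes IL-5. In both subjects mepolizumab came between the challenges, so its effect cannot be told apart from that of a repeated challenge or of time. The authors read the CEL files into ArrayStar and ran RMA, and deposited log2 values for 30064 probe sets, of which 19310 carry 1 gene symbol in the platform's annotation. The medians of the arrays lay between 7.21 and 7.78. Their interquartile ranges lay between 2.73 and 3.58, and the 2 narrowest were those of the V2 array of subject 2 (2.73) and the V3 array of subject 1 (2.92). For each probe set, fold changes were computed within each subject as the paper did. A linear model with the subject as a block was also fitted with limma to 19291 probe sets of 18337 genes, with 1 spread per probe set shared by all 4 visits, and its p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision, since 3 residual degrees of freedom remain. In data simulated for V2 against V1 over the 19291 probe sets, limma recovered 97% of genes made to differ by 2 on the log2 scale and 24% of those made to differ by 1, with 6 false calls among 127. The simulated noise was independent between probe sets and the change was the same in both subjects. Recovery and false calls in the measured data can therefore be worse.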

For these 2 subjects, EOS constituted 72 and 74% of the BAL cells after SBP-Ag and were reduced to 24 and 39% of the BAL when SBP-Ag was performed after mepolizumab.

**Figure 2:**
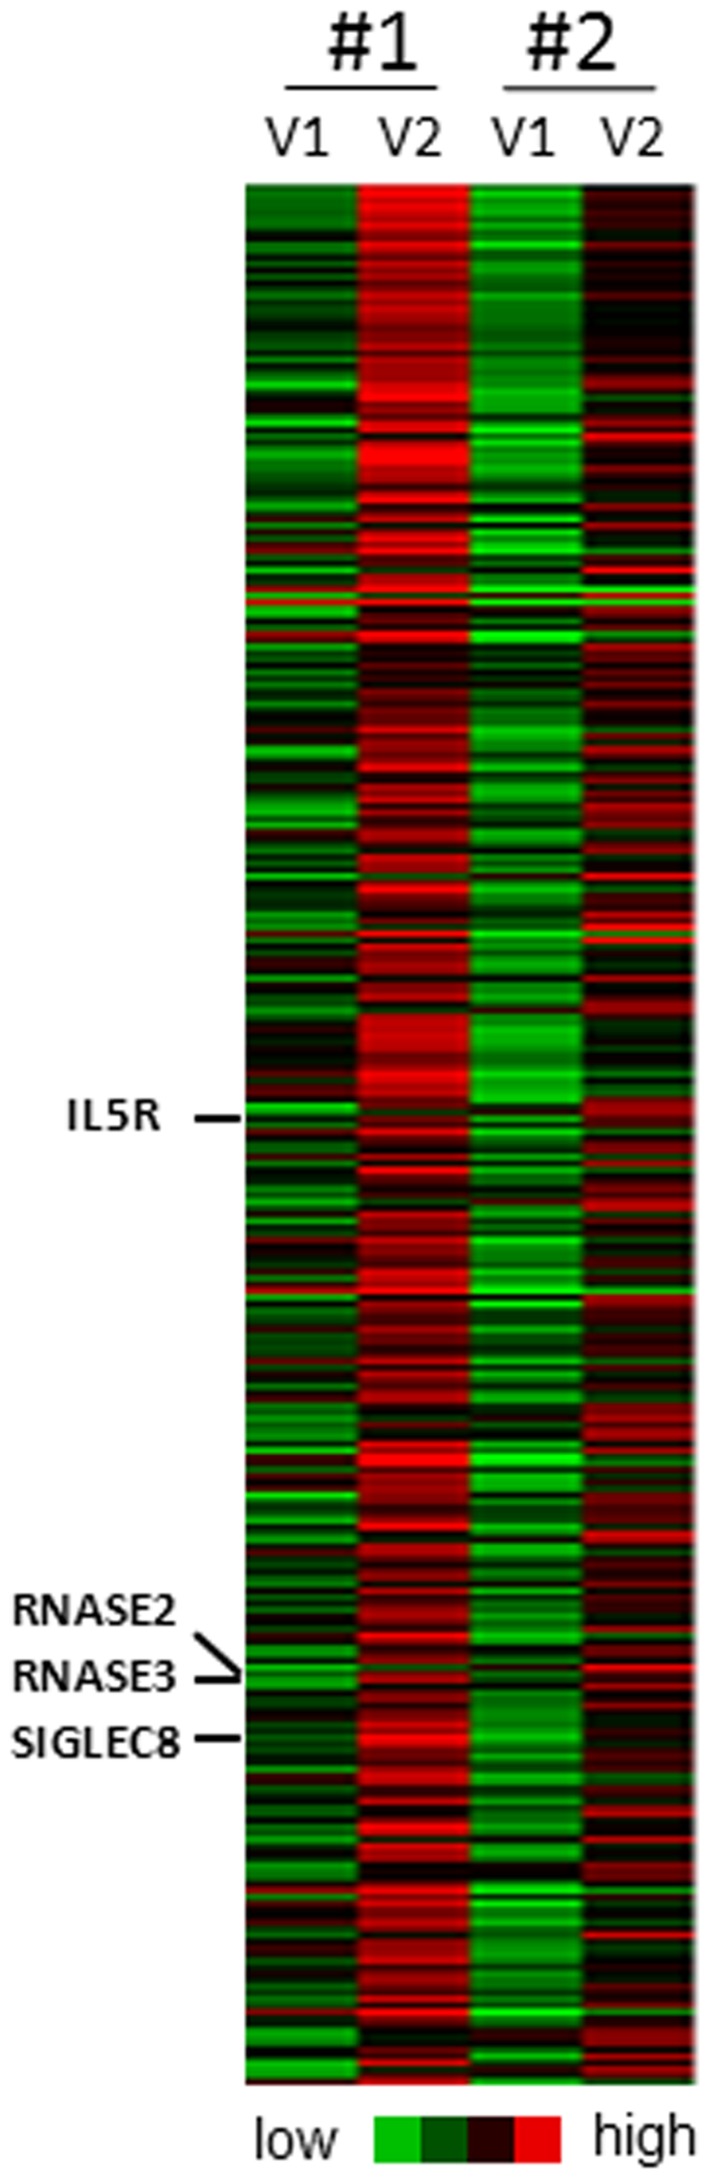
Heat map generated using Cluster 3.0 and presenting the 299 genes up-regulated by more than 2-fold in BAL cells from both subjects #1 and #2, 48 h after SBP-Ag (BAL V2 as shown in Figure 1) compared to before SBP-Ag (V1). Eosinophil-markers (IL5RA, RNASE2, RNASE3 and SIGLEC8) are highlighted. The full list of gene names is presented on Table S2.

In total BAL cells, expression of 299 genes was up-regulated by more than 2-fold 48 h after SBP-Ag (Figure 2 and Table S2). 

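After SBP-Ag, the BAL cells of both subjects gained transcripts of a metalloproteinase, of EOS proteins and of antigen-presenting cells, and lost transcripts of several genes abundant before the challenge. MMP12, which encodes macrophage elastase, rose by 5.95 ± 1.55 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0187 from limma). CLC, which encodes the Charcot-Leyden crystal protein of EOS granules, rose by 5.32 ± 0.20 (adjusted p = 0.0181). The adhesion G protein-coupled receptors ADGRG3 and ADGRG1 rose by 4.62 ± 0.23 and 4.53 ± 0.49, and CD1C, which presents lipid antigens on dendritic cells, rose by 4.28 ± 0.23 (adjusted p = 0.0112 for each). VSTM1, a leukocyte receptor, rose by 4.29 ± 0.39 (adjusted p = 0.0181). HP, which encodes haptoglobin, fell by 3.32 ± 1.04 (adjusted p = 0.0244). The small nucleolar RNA SNORD116-24 fell by 3.35 ± 1.02 (adjusted p = 0.0342), and TRHDE, a peptidase that degrades thyrotropin-releasing hormone, fell by 2.30 ± 0.41 (adjusted p = 0.0239). Each of these genes changed the same way in 2 of 2 subjects. By the rule of the study, 302 probe sets of 293 genes were at least 2-fold higher at V2 than at V1 in both subjects, and 189 probe sets were at least 2-fold lower. By limma, 153 probe sets rose, all of them among the 302, and 80 fell. After centring each array on its median, 110 rose and 113 fell. The limma count was not stable when 1 array was left out. Such a fit has 1 array at that visit, which is fitted exactly and adds nothing to the spread. The change in the count therefore does not show that a single array drives the calls.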

In both subjects, 22 transcripts were increased by more than 5-fold (Table S3) and 4 transcripts by more than 10-fold (ALOX15, CD1A, CD24 and FAM101B). 

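In both subjects, 49 probe sets were at least 5-fold higher at V2 than at V1 and 16 were at least 10-fold higher. ALOX15, which encodes the 15-lipoxygenase that oxidizes arachidonic acid, was 15.5-fold higher in subject 1 and 15.2-fold higher in subject 2 (adjusted p = 0.0237 from limma). RFLNB, the current symbol of FAM101B, was 19.4-fold and 11.2-fold higher (adjusted p = 0.0112). CD24, a surface glycoprotein of leukocytes, was 26.9-fold and 12.1-fold higher, with an adjusted p of 0.0572. CD1A, another lipid-presenting molecule of dendritic cells, was 20.4-fold and 9.97-fold higher (adjusted p = 0.0181). The other probe sets at least 10-fold higher in both subjects were those of MMP12, CLC, ADGRG3, CD1B, ADGRG1, IL1RL1, VSTM1, CD1C, CD1E, FCER2, F13A1, LGALS12 and PLXNC1, the last named after its values were seen. LGALS12, a galectin, was 10.0-fold and 12.1-fold higher (adjusted p = 0.0112). PADI2, which converts arginine to citrulline in proteins, was 7.05-fold and 8.52-fold higher (adjusted p = 0.0112), and FFAR3, a receptor for short-chain fatty acids, was 7.06-fold and 5.87-fold higher (adjusted p = 0.0242). Of the 22 genes of Table S3, 21 rose by limma (22 when adjusted over the list alone), and their median change was 3.28 on the log2 scale. Camera, limma's test of a gene list against all other genes, gave this list an adjusted p of 2.48e-41 with a preset correlation between genes, and an adjusted p = 0.126 with an estimated correlation. With an estimated correlation the test has only the 3 residual degrees of freedom. Hardly any list could then pass after adjustment, so not passing it decides little, here and below. The list was chosen on these arrays, so it is not independent evidence of a rise. In subject 1 alone the counts were 223 and 82.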

The 299 genes up-regulated after SBP-Ag included marker genes for EOS (IL5RA, RNASE2, RNASE3, and SIGLEC8), and other genes well-known to be expressed by EOS (ADAM8, CCR3, CD69, CDA, GATA1, HRH4, ICAM3, IL1RL1, LTC4S, OXER1, P2RY2, PADI4, and SIGLEC10). 

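Transcripts of EOS were higher after SBP-Ag in both subjects. IL5RA, which encodes the IL-5 receptor chain that binds IL-5, rose by 3.70 ± 0.97 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0275 from limma). SIGLEC8, an inhibitory receptor of EOS, rose by 3.01 ± 0.67 (adjusted p = 0.0322), and RNASE2, which encodes the EOS-derived neurotoxin, rose by 2.93 ± 1.12 (adjusted p = 0.0396). RNASE3, which encodes the EOS cationic protein, was higher by 1.78 ± 0.85 (adjusted p = 0.061). Of these 4 marker genes, 3 rose, and 4 when adjusted over the list alone. Of the 13 other EOS genes that the study names, 10 rose, and 13 when adjusted over the list alone. Among them, IL1RL1, the receptor for IL-33, rose by 4.53 ± 1.40 (adjusted p = 0.0372), and LTC4S, which makes leukotriene C4, rose by 1.97 ± 0.10 (adjusted p = 0.0231). The probe set of LTC4S is listed by the platform with MAML1 as well. CCR3, the eotaxin receptor, was higher by 3.54 ± 2.03 (adjusted p = 0.0684), CD69, an activation marker, by 1.31 ± 0.43 (adjusted p = 0.0816) and HRH4, a histamine receptor, by 3.88 ± 2.78 (adjusted p = 0.198). The median changes of the marker genes and of the other genes were 2.97 and 2.96, and since the study picked them from these arrays they are not independent evidence of a rise. Of 20 EOS genes listed without reference to these arrays, 20 were higher on average, 10 rose, 17 rose when adjusted over the list alone, and the median change was 2.55 (adjusted p = 1.24e-21 from camera). The study also names 10 of these 20 from these arrays, not counting its comparison with blood EOS, which adds PTGDR2. Among its sputum genes of Table 1 are 12 of the 20. With an estimated correlation these 3 lists had an adjusted p = 0.147, 0.126 and 0.126.

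**Figure D1:**
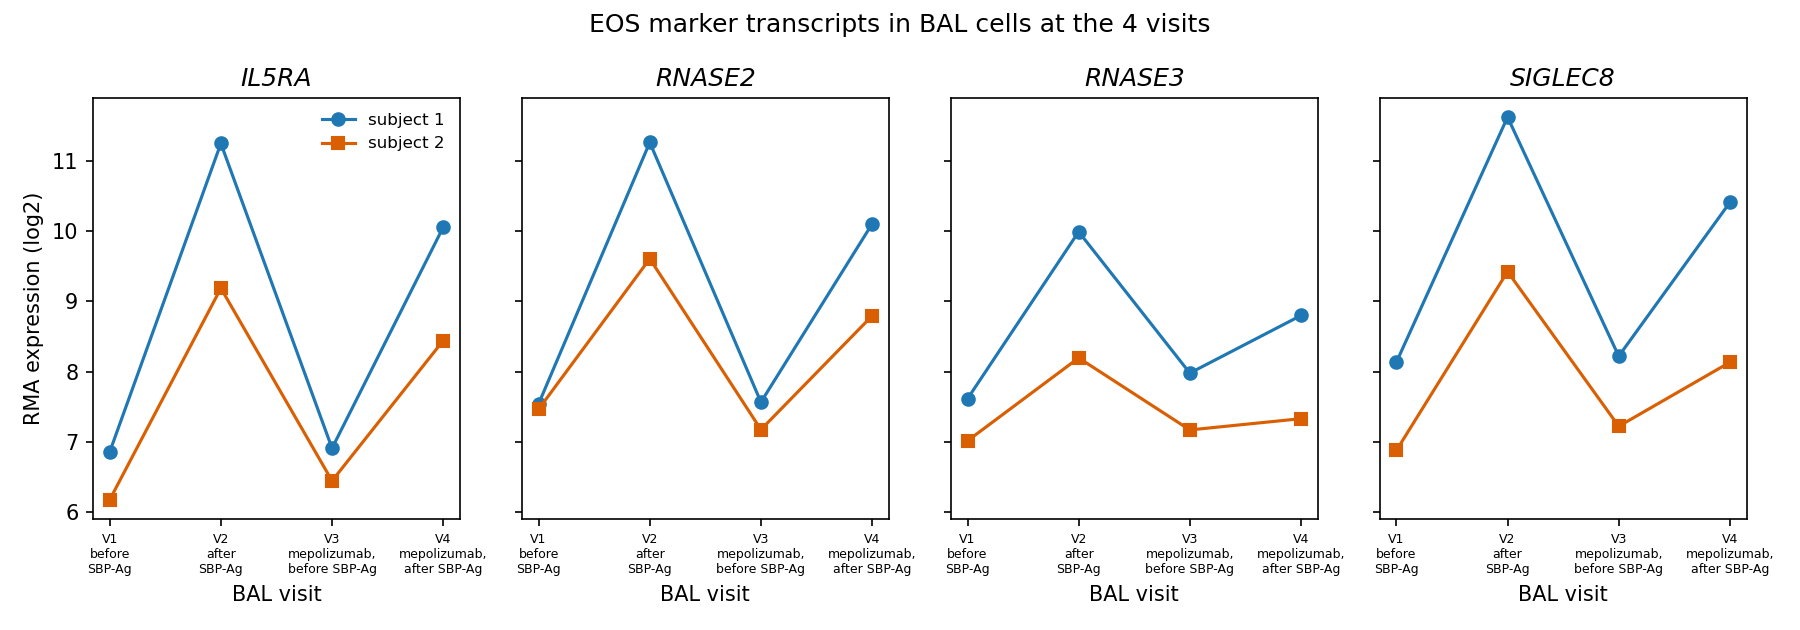
RMA expression (log2) of IL5RA, RNASE2, RNASE3 and SIGLEC8 in BAL cells at V1, V2, V3 and V4, with 1 line per subject.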

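Among the genes higher in BAL cells after SBP-Ag were chemokines and enzymes that act on the tissue matrix. CCL2, a chemokine that attracts monocytes, rose by 4.10 ± 1.21 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0233 from limma). CCL13 and CCL22, chemokines that attract EOS and Th2 cells, rose by 3.17 ± 0.32 (adjusted p = 0.0172) and 3.12 ± 0.63 (adjusted p = 0.0181). FCER2, the low-affinity IgE receptor, rose by 3.77 ± 0.57 (adjusted p = 0.0112), and IL1R2, a decoy receptor for IL-1, by 1.60 ± 0.65 (adjusted p = 0.0471). The expression of MMP12 went from 5.80 ± 0.34 at V1 to 11.75 ± 1.89 at V2, and MMP9, a gelatinase, was higher by 1.86 ± 0.81 (adjusted p = 0.0833). All of these genes were higher in 2 of 2 subjects. Of 19 metalloproteinases and their inhibitors, 5 rose (7 rose and 1 fell when adjusted over the list alone), with a median change of 0.53 (adjusted p = 7.21e-07 from camera, adjusted p = 0.147 with an estimated correlation), or 0.87 in subject 1 and 0.60 in subject 2. ADAM19 and ADAM28, membrane proteases, rose by 2.92 ± 0.90 and 3.15 ± 1.19 (adjusted p = 0.0418 and 0.0426). Of 25 chemokines, the 3 named above rose (6 rose and 5 fell when adjusted over the list alone), and the median change was 0.33 (adjusted p = 0.0127 from camera, adjusted p = 0.147 with an estimated correlation). CXCL2, which attracts neutrophils, changed by −1.37 ± 0.38 (adjusted p = 0.0504). Of 18 genes that mark alternative activation, 13 of which are also on other lists tested here, 10 rose (13 when adjusted over the list alone), with a median of 1.54 (adjusted p = 7.28e-18 from camera, adjusted p = 0.126 with an estimated correlation). F13A1, which encodes a subunit of coagulation factor XIII, rose by 3.58 ± 0.32 (adjusted p = 0.0239). The study names 5 of the metalloproteinase list, 3 of the chemokine list and 6 of the alternative activation list from these arrays.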

Genes associated with lung remodeling were also found such as metalloproteinase genes (MMP12, MMP9), as well as some IL-13-induced chemokines (CCL13, CCL2) and Th2-associated genes (CCL22, FCER2, and IL1R2) [27]–[29]. 

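Receptors for growth factors and cytokines were higher in BAL cells at V2 than at V1, while 25 cytokine genes had a median change near 0. FLT1, a receptor for vascular endothelial growth factor, rose by 1.50 ± 0.28 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0387 from limma). FGFR2, a fibroblast growth factor receptor, was higher by 2.86 ± 1.45 (adjusted p = 0.0574), and IGF1R, the receptor for insulin-like growth factor, by 1.84 ± 1.02 (adjusted p = 0.0803). IL6R was higher by 1.71 ± 0.64 (adjusted p = 0.0735), CCR2, the receptor for CCL2, by 1.76 ± 0.95 (adjusted p = 0.181) and IL1R1 by 1.28 ± 0.31 (adjusted p = 0.152). Each of these receptors was at least 2-fold higher in both subjects. The cytokine genes had a median change of 0.09 (adjusted p = 0.364 from camera). Of them, TNFSF14, a ligand of the lymphotoxin receptor, rose by 1.51 ± 0.06 (adjusted p = 0.0245), and 1 rose and 1 fell when adjusted over the list alone. IL1A, which encodes the alpha form of IL-1, changed by −1.21 ± 0.34 (adjusted p = 0.0635), and IL10 by 0.41 ± 0.10 (adjusted p = 0.404). The paper gives the detection of scarce transcripts, those of cytokines among them, as a limit of its arrays. The median near 0 therefore does not show that cytokine genes were unchanged. Of 20 targets of IL-5 and JAK-STAT signaling, 2 rose (12 when adjusted over the list alone), and the median was 0.88 (adjusted p = 9.67e-09 from camera, adjusted p = 0.216 with an estimated correlation). They were IL2RA, the alpha chain of the IL-2 receptor, by 3.04 ± 1.03 (adjusted p = 0.0383), and SOCS1, a suppressor of cytokine signaling, by 1.78 ± 0.68 (adjusted p = 0.0424).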

While expression of genes coding for soluble mediators (e.g. cytokines) were unchanged, receptors for several mediators known to participate in lung fibrosis were up-regulated (CCR2, FGFR2, FLT1, IGF1R, IL1R1 and IL6R) [27], [29], [30]. 19 transcripts mostly expressed in dendritic cells, lymphocytes or mast cells (Table S4), Swissprot research at http://www.uniprot.org/) were also included in the 299 transcripts. 

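Most markers of dendritic cells, T and NK cells and mast cells were higher after SBP-Ag in both subjects, and most markers of alveolar macrophages were lower. Of 18 markers of CD1-positive dendritic cells, 9 rose (16 rose and 1 fell when adjusted over the list alone), and their median change was 2.09 on the log2 scale (adjusted p = 2.14e-20 from camera, adjusted p = 0.126 with an estimated correlation). CD1E rose by 4.06 ± 0.46 (SD, n = 2 subjects, adjusted p = 0.015 from limma) and CLEC10A, a C-type lectin, by 2.33 ± 0.53 (adjusted p = 0.0331). The study names 4 of these 18 genes from these arrays, and IDO1 in its comparison with blood EOS. Of 10 markers of plasmacytoid dendritic cells, PLD4, a lysosomal nuclease, rose by 2.17 ± 0.54 (adjusted p = 0.0245), 6 rose when adjusted over the list alone, and the median was 0.95 (adjusted p = 1.33e-05 from camera, adjusted p = 0.147 with an estimated correlation). Of 24 T and NK cell markers, 22 were higher on average and 4 were at least 2-fold higher in both subjects. Their median was 0.72 (adjusted p = 2.93e-09 from camera, adjusted p = 0.215 with an estimated correlation). By limma only PTGDR2 rose among the 24, by 2.34 ± 0.21 (adjusted p = 0.0181), and 6 rose when adjusted over the list alone. PTGDR2, a prostaglandin D2 receptor of Th2 cells, is also on the list of EOS genes. Of 15 B and plasma cell markers, JCHAIN, the joining chain of IgA and IgM, rose by 3.16 ± 1.39 (adjusted p = 0.0424), 2 rose and 1 fell when adjusted over the list alone, and the median was 0.31 (adjusted p = 0.000571 from camera, adjusted p = 0.147 with an estimated correlation), or 0.10 in subject 1 and 0.57 in subject 2.

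Of 12 mast cell and basophil markers, SLC18A2, a vesicular amine transporter, rose by 3.67 ± 1.19 (adjusted p = 0.0331) and ENPP3, an ectonucleotidase named here after its values were seen, fell by 1.58 (SE 0.18, adjusted p = 0.0275). When adjusted over the list alone 6 rose and 2 fell, with a median of 1.09 (adjusted p = 0.000851 from camera, adjusted p = 0.23 with an estimated correlation), or 1.78 in subject 1 and 0.55 in subject 2. HDC, which makes histamine, was higher by 2.36 ± 1.13 (adjusted p = 0.0557) and CPA3, a mast cell carboxypeptidase, by 2.57 ± 1.90 (adjusted p = 0.118). Of 17 neutrophil markers, BPI, a bactericidal granule protein, rose by 1.83 ± 0.40 (adjusted p = 0.0366) and MMP25 by 2.02 ± 0.61 (adjusted p = 0.0383), 4 rose and 1 fell when adjusted over the list alone, and the median was 0.34 (adjusted p = 0.00935 from camera, adjusted p = 0.163 with an estimated correlation), or 0.11 in subject 1 and 0.45 in subject 2. MMP25 is also a gene of the paper's Table 2, and 7 of the 17 are sputum genes of its Table 1, so this list does not set neutrophils apart from EOS. The median of 25 alveolar macrophage markers was −0.85, with 22 lower (adjusted p = 7.57e-11 from camera, adjusted p = 0.175 with an estimated correlation). PPARG, a nuclear receptor of alveolar macrophages, fell by 1.15 ± 0.17 (adjusted p = 0.0486), and 18 fell and 1 rose when adjusted over the list alone. The lists of monocyte, airway epithelium and erythrocyte markers had medians of −0.31, −0.09 and 0.17 (adjusted p = 0.451, 0.307 and 0.52 from camera).

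**Figure D2:**
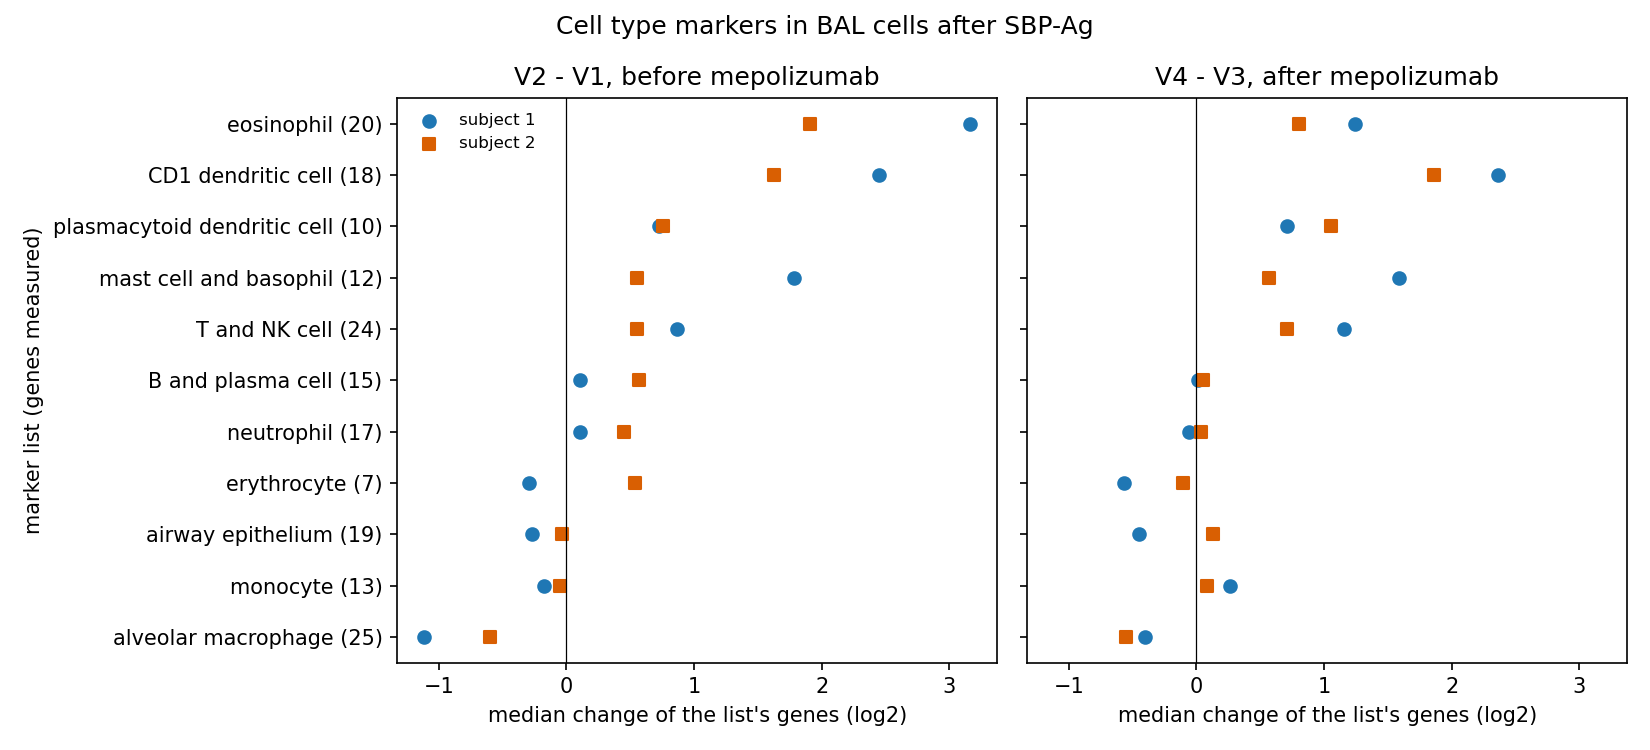
Median change (log2) of the measured genes of each cell type list after SBP-Ag, before mepolizumab (V2 − V1) and after it (V4 − V3), with 1 point per subject and the number of genes in parentheses.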

Further analysis using DAVID Bioinformatics Resources indicated that 31 genes have been previously associated with asthma, allergy or a pulmonary disease (DAVID Bioinformatics Resources 6.7; National Institute of Allergy and Infectious Diseases (NIAID), NIH) (Table S5).

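Of the 302 probe sets at least 2-fold higher after SBP-Ag, 74, which is 24.5%, were lower by at least 1.5-fold after mepolizumab in both subjects by both measures of the study, the ratio of V2 to V4 and the ratio of the challenge fold changes. ADGRG1 had the largest difference, with a V4 − V2 change of −1.88 ± 0.12 on the log2 scale (SD, n = 2 subjects). FFAR2, another receptor for short-chain fatty acids, differed by −1.65 ± 0.18, LGALS12 by −1.50 ± 0.39 and PADI2 by −1.31 ± 0.11. PTGDR2 differed by −1.26 ± 0.04. Other transcripts raised by SBP-Ag were as high or higher at V4, as JCHAIN, at 1.38 ± 0.96, and F13A1, at 1.07 ± 0.86. Of the 302, 165 were lower at V4 than at V2 in both subjects and 53 were higher in both. The 302 were picked for high V2 values, which by itself makes lower values at V4 more likely. No single probe set passed limma's threshold for V4 − V2: the smallest adjusted p over 19291 probe sets was 0.718, with 884, fewer than 5%, at an unadjusted p under 0.05. In 100 simulated draws with no difference between V2 and V4, a mean of 0.23 probe sets passed the rule, from 0 to 2. The draws vary each probe set on its own and leave out variation that genes share on an array (estimated correlation of 0.61 among the genes of Table 2). They are also centred on fitted V2 values of probe sets picked for high V2, so they can understate the number passing by chance. The draws therefore do not replace the test. The count was 44 after centring each array on its median, and 19 when a 2-fold reduction was required. It was 135 in subject 2 alone and 301 in subject 1 alone.

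**Figure D3:**
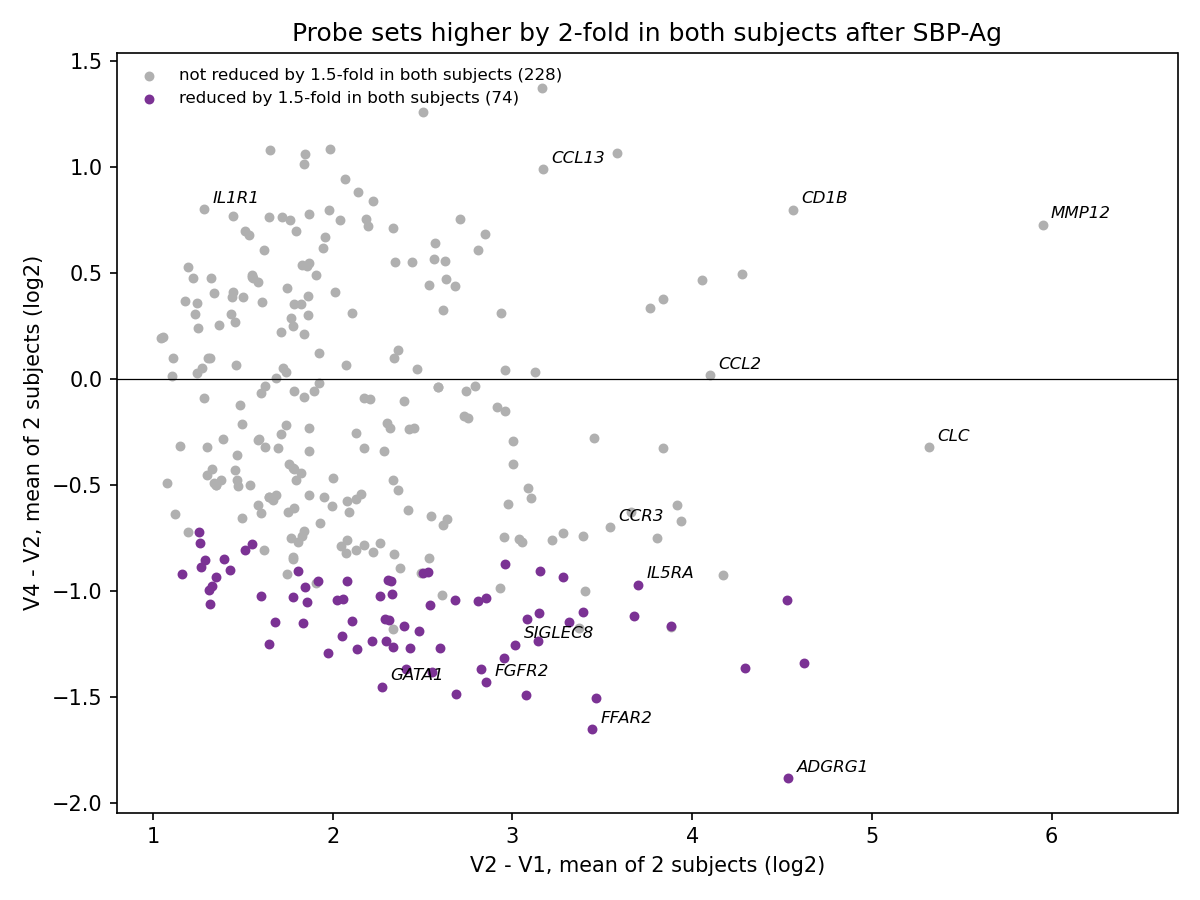
Change from V1 to V2 (x axis, log2) and from V2 to V4 (y axis, log2), each the mean of 2 subjects, for the 302 probe sets at least 2-fold higher after SBP-Ag. The 74 reduced probe sets and the others are drawn in different colors.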

99 (33.1%) of the 299 transcripts elevated by more than 2-fold in BAL cells after SBP-Ag were decreased by more than 1.5-fold after reduction of EOS by mepolizumab (Table S6). Of note, 1.5- versus 2-fold reduction was chosen because mepolizumab decreased EOS percentage in BAL cells by ∼50%. 

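EOS genes that were higher after SBP-Ag were lower when SBP-Ag followed mepolizumab. The V4 − V2 change was −0.97 ± 0.32 on the log2 scale for IL5RA (SD, n = 2 subjects), −0.99 ± 0.25 for RNASE2, −1.03 ± 0.23 for RNASE3 and −1.25 ± 0.05 for SIGLEC8. GATA1, a transcription factor of the EOS lineage, differed by −1.45 ± 0.59, PADI4, which citrullinates histones, by −1.49 ± 0.25 and LTC4S by −1.29 ± 0.01. Of the 4 markers and the 13 other EOS genes, all were lower at V4 in both subjects, and 13 of these 17 passed both 1.5-fold measures in both subjects. The other 4 missed at least 1 measure in 1 subject. The ratio of the challenge fold changes was 1.44 in subject 2 for RNASE2 and 1.30 in subject 1 for HRH4. The ratio of V2 to V4 was 1.44 in subject 2 for CDA, cytidine deaminase, and 1.30 in subject 2 for CCR3, whose ratio of the challenge fold changes there was 1.05. None of the 17 genes passed limma over all probe sets, while 2 of the markers and 10 of the other genes did when adjusted over the list alone, which is not independent evidence because the study chose these lists on these arrays. The medians of the lists were −1.01 and −1.10 (adjusted p = 0.000245 and 8.63e-12 from camera, adjusted p = 0.366 with an estimated correlation for each). All 20 genes of the EOS list made without these arrays were lower at V4, with a median of −0.86 (adjusted p = 5.01e-11 from camera, adjusted p = 0.366 with an estimated correlation). Of them, 0 passed limma over all probe sets and 7 when adjusted over the list alone. CLC differed by −0.32 ± 0.12.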

Among the 99 genes whose expression was down-regulated after SBP-Ag are the well-known EOS-specific genes (IL5RA, RNASE2, RNASE3 and SIGLEC8) and all the other transcripts mentioned above as previously known to be expressed by EOS (ADAM8, CD69, GATA1, HRH4, ICAM3, IL1RL1, LTC4S, OXER1, P2RY2, PADI4 and SIGLEC10) except for CCR3. In addition, other genes that are not known to be expressed by EOS were down-regulated by mepolizumab. 

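Of the 74 reduced probe sets, 13 belong to the EOS genes named by the study, 1 to its remodeling genes and 60 to other genes. Among these 60, the V4 − V2 change was −1.49 ± 0.03 on the log2 scale (SD, n = 2 subjects) for FFAR3, −1.37 ± 0.31 for SPNS3, −1.36 ± 0.27 for VSTM1, −1.34 ± 0.29 for ADGRG3 and −1.16 ± 0.15 for RFLNB. PIK3R6, a regulatory subunit of a phosphoinositide kinase, differed by −1.10 ± 0.19. Of 19 adhesion and orphan G protein-coupled receptors, 16 were lower at V4, 6 passed both 1.5-fold measures, and the median change was −0.62 (adjusted p = 6.66e-07 from camera, adjusted p = 0.366 with an estimated correlation), which was −1.04 in subject 1 and −0.26 in subject 2. None passed limma over all probe sets, and 8 were lower and 1 higher when adjusted over the list alone. The study names 6 of these 19 genes from these arrays, and P2RY10 and P2RY14 in its comparison with blood EOS. Of the cell type lists, those of neutrophils, B and plasma cells and erythrocytes had medians of −0.13, −0.11 and −0.33 (adjusted p = 0.531, 0.91 and 0.331 from camera). Those of monocytes, mast cells and basophils, and airway epithelium had medians of 0.21, 0.08 and 0.13 (adjusted p = 0.0891, 0.531 and 0.247 from camera). The plasmacytoid dendritic cell markers had a median of 0.34 (adjusted p = 0.0277 from camera, adjusted p = 0.4 with an estimated correlation). All 25 alveolar macrophage markers were higher at V4 on average, by a median of 0.28 (adjusted p = 1.58e-06 from camera, adjusted p = 0.366 with an estimated correlation), which was 0.58 in subject 1 and 0.06 in subject 2. The T and NK cell markers had a median of 0.59 (adjusted p = 2.37e-07, adjusted p = 0.366 with an estimated correlation), which was 0.24 in subject 1 and 0.82 in subject 2, and KLRB1, a receptor of NK and T cells, differed by 1.21 ± 0.72. The CD1-positive dendritic cell markers had a median of 0.31 (adjusted p = 0.00575, adjusted p = 0.519 with an estimated correlation), which was −0.05 in subject 1 and 0.79 in subject 2. No gene of these 3 lists passed limma over all probe sets, and when adjusted over the list alone 0 macrophage and 0 dendritic cell markers passed and 1 T and NK cell marker was lower.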

Whether these genes are expressed by other cell types (lymphocytes, dendritic cells, macrophages, or mast cells) that are affected directly or indirectly by the lack of IL-5 or the reduction of EOS or directly expressed by EOS is not known.

### Identification of EOS-associated Genes by Microarray Using Induced Sputum after WLAC

Sputum cells from 6 subjects were analyzed by a whole genome transcript microarray. WLAC increased the percentage of EOS in sputum from 2.0 to 8.2% (p<0.001). Marker genes for EOS (RNASE2, RNASE3, IL5RA and SIGLEC8) were increased by more than 2-fold after WLAC in 3 of the 6 subjects involved in this analysis. Sputum samples from these 3 individuals allowed us to establish a list of 365 EOS-associated genes whose expression was increased by more than 1.5-fold after WLAC (Table 1). In addition to the original EOS markers (RNASE2, RNASE3, IL5RA and SIGLEC8), the 365 transcripts (Table 1) included some other well-known genes expressed by EOS. In fact, 11 of the 13 genes (ADAM8, CCR3, CD69, CDA, HRH4, ICAM3, IL1RL1, LTC4S, P2RY2, PADI4 and SIGLEC10) known to be expressed by EOS and up-regulated in BAL cells after SBP-Ag (Table S2) were also seen in sputum after WLAC.

**Table 1:** EOS-associated genes in sputum after WLAC.

AATK	CD48	DNAJB5	GPR56	KCNK5	NKX6-2	RAB37	ST6GAL1
ABCB1	CD69	DNASE1L3	GPR84	KCNMB4	NOV	RAB3D	ST8SIA4
ABLIM2	CD93	DUSP2	GPR97	KCNN4	NPDC1	RASAL1	STAB1
ACAP1	CDA	DYSF	GPT	KCTD15	NRARP	RASSF2	SULF2
ACOX2	CDKN1C	ECE1	GRASP	KIF21B	NRG1	RASSF5	SYNE1
ACPP	CDRT8	EGR3	GRB10	KLF10	NTRK1	RD3	SYNE2
ADAM19	CECR6	EGR4	GSDMA	KRTAP19-1	ODF4	RGAG4	TAC4
ADAM28	CHI3L1	EIF2C2	HAS1	LBH	OLIG1	RGL4	TAGAP
ADAM8	CHST15	EMB	HBA2	LGALS12	OLIG2	RGS16	TAS2R50
ADAMTS10	CHST2	EMR4P	HBB	LGALS2	OSBPL3	RGS2	TBC1D3B
ADORA2A	CHSY1	ENHO	HBD	LIMK2	OSM	RHOH	TESC
AGER	CLC	ENPP1	HCG27	LPPR2	P2RY14	RNASE2	TET2
AGPAT9	CLEC10A	ENPP2	HDAC4	LRG1	P2RY2	RNASE3	TGM2
ALPL	CLEC4F	EPHB3	HDC	LTC4S	P2RY6	RNASE6	THBS4
AMPD2	CLEC4G	ETV3	HGF	LTF	PADI2	RNF19B	TIAM2
ANKH	CLEC5A	F13A1	HHIP	LY9	PADI4	RUFY4	TIMP1
APOBEC3B	CMTM2	FAM101B	HIC1	MARCKSL1	PAK1	RUNX2	TMEM154
ARAP3	CNR2	FAM198B	HIF1A	MAST4	PALLD	RYBP	TMEM156
AREG	COL18A1	FAM20A	HIP1R	MATK	PARM1	S100B	TMEM71
ASB2	COMP	FAM46B	HIST1H1D	MBOAT7	PDCD1	S1PR1	TNFRSF10C
ASGR2	CORO1A	FAM65B	HIST1H1E	MCTP2	PDE2A	SATB1	TNFSF14
ATHL1	CREB3L3	FAM83A	HIST1H2AC	MECOM	PGLYRP1	SCHIP1	TPCN1
ATL2	CREB5	FCAR	HIST1H2AE	MGAM	PHF19	SCNN1D	TREML2
ATP2A3	CSGALNACT2	FCER1A	HIST1H2BO	MGC24103	PHLDB1	SDS	TRERF1
ATP8B4	CST7	FCER2	HIST1H4A	MMP1	PIK3R5	SELL	TRPM6
B3GNT8	CTTNBP2	FCGR2B	HIST2H2BE	MMP10	PIK3R6	SEMA4B	TSPAN18
B4GALNT3	CX3CR1	FCN1	HSPA6	MMP12	PIP5K1B	SEMA7A	TTYH2
BIRC3	CXCR1	FFAR2	ICAM3	MMP25	PLAUR	SIGLEC10	VDR
CACNA1E	CXCR2	FFAR3	IFITM1	MMP7	PLD4	SIGLEC8	VEGFA
CACNA2D3	CXCR2P1	FGF11	IGFL1	MPZL3	PLEKHG2	SLC16A10	VENTX
CALCRL	CYP1B1	FHL3	IL10	MRC2	PLUNC	SLC24A3	VNN2
CAMK1	CYP4F12	FLJ11710	IL18R1	MRVI1	PPP1R14A	SLC26A8	VSTM1
CASS4	CYSLTR2	FNDC1	IL1R1	MSRB3	PPP2R2C	SLC2A13	WNT5A
CBFA2T3	CYTIP	FRY	IL1R2	MST4	PRDM1	SLC3A1	WTAP
CCL17	DAB2IP	FZD2	IL1RAP	MT1G	PRKCB	SLC40A1	XYLT1
CCL26	DACH1	GADD45A	IL1RL1	MTVR2	PRSS33	SLC6A10P	YPEL3
CCR3	DAPK2	GAGE7	IL21R	MXD1	PSTPIP1	SLC6A8	ZBTB46
CD177	DCHS1	GAS6	IL4	NCAM2	PTGIR	SLC7A5	ZBTB46
CD1A	DEFB122	GATA2	IL5RA	NCRNA00085	PTGS2	SNAI1	ZDHHC18
CD1B	DEFB130	GCOM1	IL6R	NCRNA00152	PTP4A3	SNHG3	ZDHHC8
CD1C	DENND3	GFRA2	INSIG1	NCRNA00287	PTPN7	SOCS2	ZNF395
CD1E	DGKA	GGT5	IRX6	NDE1	PVRL2	SORBS1	ZNF469
CD207	DGKD	GLYCTK	ITGB1BP2	NDEL1	PXN	SORL1	ZNF507
CD209	DIRAS1	GPR160	JHDM1D	NECAB2	PYROXD2	SPATA9	
CD226	DNAH17	GPR183	KCNH2	NHSL2	QPCT	SPNS3	
CD300LB	DNAJB1	GPR35	KCNJ15	NKD1	RAB33A	SPOCK1	

365 genes upregulated by more than 1.5 in each of the 3 subjects with high levels of EOS-characterizing genes (IL5RA, RNASE2, RNASE3 and SIGLEC8) after WLAC.

### Identification of Airway EOS Gene Expression

We have utilized 3 airway models that either augmented or reduced the EOS population, and defined genes concomitantly expressed with markers of EOS genes in the context of allergen challenges *in vivo*. Figure 3 shows that 168 (111+57) (46%) of the 365 EOS-associated genes in sputum were also identified in the 299 genes up-regulated in BAL cells. This suggests that despite distinct anatomical sites and provocative protocols, infiltrating EOS express a consistent group of transcripts. Furthermore, the intersection of these 2 sets with the genes decreased by mepolizumab identified a group of 57 genes (Figure 3 and Table 2). 

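Genes that rose with EOS in sputum were also higher in BAL cells after SBP-Ag. Of the 364 distinct sputum genes of Table 1, 330 were measured on these arrays, and 119 of them were among the 293 genes at least 2-fold higher in both subjects, where 5.27 would be expected by chance (odds ratio 57.8, Fisher's exact test over 18337 genes, p = 4.76e-135). Fisher's exact test treats genes as independent, so this p-value overstates the evidence where genes vary together. Among the 119 are CLC, IL5RA, SIGLEC8, ATP2A3 and PRSS33, a serine protease. Of the 330 genes, 305 were higher on average at V2 than at V1, with a median change of 0.84 on the log2 scale (adjusted p = 1.02e-54 from camera, adjusted p = 0.126 with an estimated correlation). By limma 79 rose and none fell, and 186 rose and 4 fell when adjusted over the list alone. ATP2A3, a calcium pump, rose by 3.28 ± 0.52 (SD, n = 2 subjects, adjusted p = 0.0275 from limma). After mepolizumab, 32 of the 330 rose with SBP-Ag (V4 − V3) and none fell, 146 rose and 2 fell when adjusted over the list alone, and the median was 0.67 (adjusted p = 6.65e-28 from camera, adjusted p = 0.182 with an estimated correlation). The list was made from sputum of 3 subjects in whom the 4 EOS marker genes were higher after whole lung allergen challenge. The overlap was 170 in subject 1 alone. From this overlap, the paper proposes that EOS entering different airway sites express a common group of transcripts.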

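The genes of Table 2 were higher after SBP-Ag and lower again after mepolizumab. Of these 57 genes, 57 were at least 2-fold higher at V2 than at V1 in both subjects, and 43 also passed both 1.5-fold measures of a reduction. PRSS33 rose by 1.64 ± 0.21 on the log2 scale after SBP-Ag (SD, n = 2 subjects, adjusted p = 0.0243 from limma) and differed by −1.25 ± 0.02 between V4 and V2. ARAP3, which regulates small GTPases, rose by 2.31 ± 0.95 (adjusted p = 0.0398) and differed by −1.13 ± 0.25. DAPK2, a kinase of cell death pathways, rose by 2.60 ± 0.56 (adjusted p = 0.0227) and differed by −1.27 ± 0.31. CNR2, the cannabinoid receptor of leukocytes, rose by 2.26 ± 0.69 (adjusted p = 0.0414) and differed by −1.02 ± 0.27. By limma 47 of the 57 rose (57 when adjusted over the list alone), with a median of 2.60 (adjusted p = 2.07e-71 from camera, adjusted p = 0.126 with an estimated correlation). At V4 all 57 were lower than at V2 in both subjects, with a median of −1.04 (adjusted p = 3.78e-39 from camera, adjusted p = 0.366 with an estimated correlation), and 0 passed limma over all probe sets and 38 when adjusted over the list alone. After mepolizumab, SBP-Ag still raised 8 of them (47 when adjusted over the list alone), with a median V4 − V3 change of 1.42 (adjusted p = 6.50e-35 from camera, adjusted p = 0.189 with an estimated correlation). The study chose these 57 genes in part on these arrays, so these counts are not independent evidence. Of the 73 genes reduced here, 43 were sputum genes of Table 1, where 29.6 would be expected from the 293 higher genes (odds ratio 2.72, Fisher's exact test, p = 0.000326). This test was run among the 293 genes and treats them as independent. In subject 2 alone the overlap was 45 of 129 with 43.4 expected (p = 0.73 from the same exact test). From the shared response in 3 models, the paper proposes that these genes are a stringent selection of transcripts of airway EOS.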

We propose that this intersection represents a stringent selection for gene expression by airway EOS. A literature search in PubMed (http://www.ncbi.nlm.nih.gov/pubmed/) indicates that only 16 of the 57 genes (28%) have been previously linked to EOS. Therefore, 41 genes (>70%) in this subset have not previously been associated with EOS.

**Figure 3:**
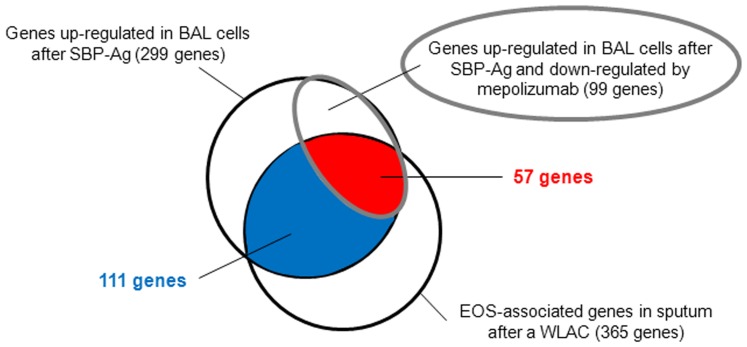
Venn diagram identifying 57 genes highly associated with airway EOS after an allergen challenge. 57 genes defined at the intersection of genes up-regulated in BAL cells after SPB-Ag, down-regulated when SBP-Ag was performed following mepolizumab, and part of the EOS-associated genes in the sputum following WLAC.

**Table 2:** 57 genes upregulated in BAL cells after SBP-AG, down-regulated when SBP-Ag was performed following mepolizumab, and part of the EOS-associated genes in sputum after WLAC.

ADAM28	**CNR2** *	FFAR3	LGALS12	**PRSS33** *	SPNS3
ADAM8	CORO1A	FHL3	**LTC4S** *	RAB37	TESC
**ARAP3** *	CYP4F12	GGT5	MCTP2	RAB3D	**TNFSF14** *
ASB2	DACH1	GPR56	MMP25	RD3	TREML2
ATP2A3	**DAPK2** *	GPR97	NHSL2	RNASE2	TRPM6
CASS4	DGKD	ICAM3	P2RY2	RNASE3	TSPAN18
CD300LB	EMR4P	IFITM1	PADI2	SIGLEC10	VSTM1
CD69	FAM101B	IL1RL1	PADI4	SIGLEC8	
CDA	FAM65B	**IL5RA** *	PGLYRP1	SLC24A3	
CHST15	**FFAR2** *	KIF21B	PIK3R6	SORL1	

* genes chosen for validation of the list by qPCR.

IL5RA, RNASE2, RNASE3 and SIGLEC8 are known markers of EOS.

### Validation of the Airway EOS-associated Genes

To validate the expression of these genes by airway EOS, we performed qPCR for 8 of the 57 genes (Table 2). The samples from the 6 subjects not used in the microarray analyses were analyzed by qPCR. Gene expression in highly purified BAL EOS (BAL V2, see Figure 1) and total BAL cells after SBP-Ag before (BAL V2) and after mepolizumab infusion (BAL V4) are presented as fold change (2^−ΔΔCt^ method) compared to gene expression in BAL cells before SBP-Ag (BAL V1). Initially, 2 established genes expressed by EOS were chosen as controls (IL5RA and LTCS4). As shown in Figure 4A, expression of both genes was highly up-regulated by SBP-Ag, and strongly decreased (>80%) by mepolizumab. Both genes displayed very high levels in pure BAL EOS compared to total BAL cells, suggesting that EOS are likely the main source of IL5RA and LTCS4 in BAL cells obtained after SBP-Ag. In Figure 4B, FFAR2 and CNR2 were selected as genes that have been connected with asthma and/or allergy and have been reported to be expressed by EOS [31], [32]. Both genes exhibited the same profile as IL5RA and LTCS4, indicating that EOS are also an important source of FFAR2 and CNR2 in BAL cells. In addition, 4 of the 41 genes for which expression in EOS has not previously been described were randomly selected. As shown in Figure 4C, all 4 genes (ARAP3, DAPK2, PRSS33 and TNFSF14) presented the same profile of expression as IL5RA, LTCS4, FFAR2 and CNR2 demonstrating that these transcripts are highly expressed in airway EOS. IL1R1 and FCER2 (CD23ß) were chosen as negative controls as they were up-regulated in unseparated BAL cells after SBP-Ag (Table S2) and part of the EOS-associated genes as established in sputum (Table 2), but were not affected by mepolizumab (Table S6). Conversely to IL5RA, LTCS4, FFAR2, CNR2, ARAP3, DAPK2, PRSS33 and TNFSF14, IL1R1 and FCER2 displayed very low expression in BAL EOS compared to total BAL cells (Figure 4D). 

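Both negative controls were higher after SBP-Ag on the arrays and were not lower after mepolizumab. IL1R1, the signaling receptor for IL-1, had RMA values of 7.24 at V1, 8.53 at V2, 6.73 at V3 and 9.33 at V4 on the log2 scale (means of 2 subjects). Its V4 − V2 change was 0.80 ± 0.79 (SD, n = 2 subjects, adjusted p = 0.718 from limma). FCER2 had values of 7.42, 11.18, 7.46 and 11.52 at the same visits, and its V4 − V2 change was 0.33 ± 0.56 (adjusted p = 0.718). FCER2 rose with SBP-Ag before mepolizumab and again after it, by 4.05 ± 0.14 (adjusted p = 0.0144), and IL1R1 was higher after the second SBP-Ag by 2.60 ± 0.19 (adjusted p = 0.0607). Of the 10 genes measured by qPCR, the 8 others were lower at V4 than at V2 and passed both 1.5-fold measures. Among them, TNFSF14 differed by −0.81 ± 0.06. The 10 genes had a median V2 − V1 change of 2.29 (adjusted p = 1.02e-18 from camera, adjusted p = 0.126 with an estimated correlation), and 9 of the 10 rose, all but IL1R1, or 10 when adjusted over the list alone. The V4 − V2 median was −1.08 (adjusted p = 5.23e-07 from camera, adjusted p = 0.366 with an estimated correlation), with 0 genes past limma over all probe sets and 7 when adjusted over the list alone. The study chose the 10 genes with these arrays in hand, so the counts are not independent evidence.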

Figure 4 validates the data obtained by microarrays and demonstrates that BAL EOS are likely the source of the 57 genes that increased post SBP-Ag in BAL cells. Using DAVID Bioinformatics Resources, genes were clustered according to their known functions. Six genes have been associated with a respiratory disease, 7 genes produce secreted proteins and 27 genes code for plasma membrane protein. Some other important clusters included cell adhesion (7 genes), immune and defense response (6 genes), and receptors for a variety of stimuli such as carbohydrates and nucleotides (15 genes) (Table S7).

**Figure 4:**
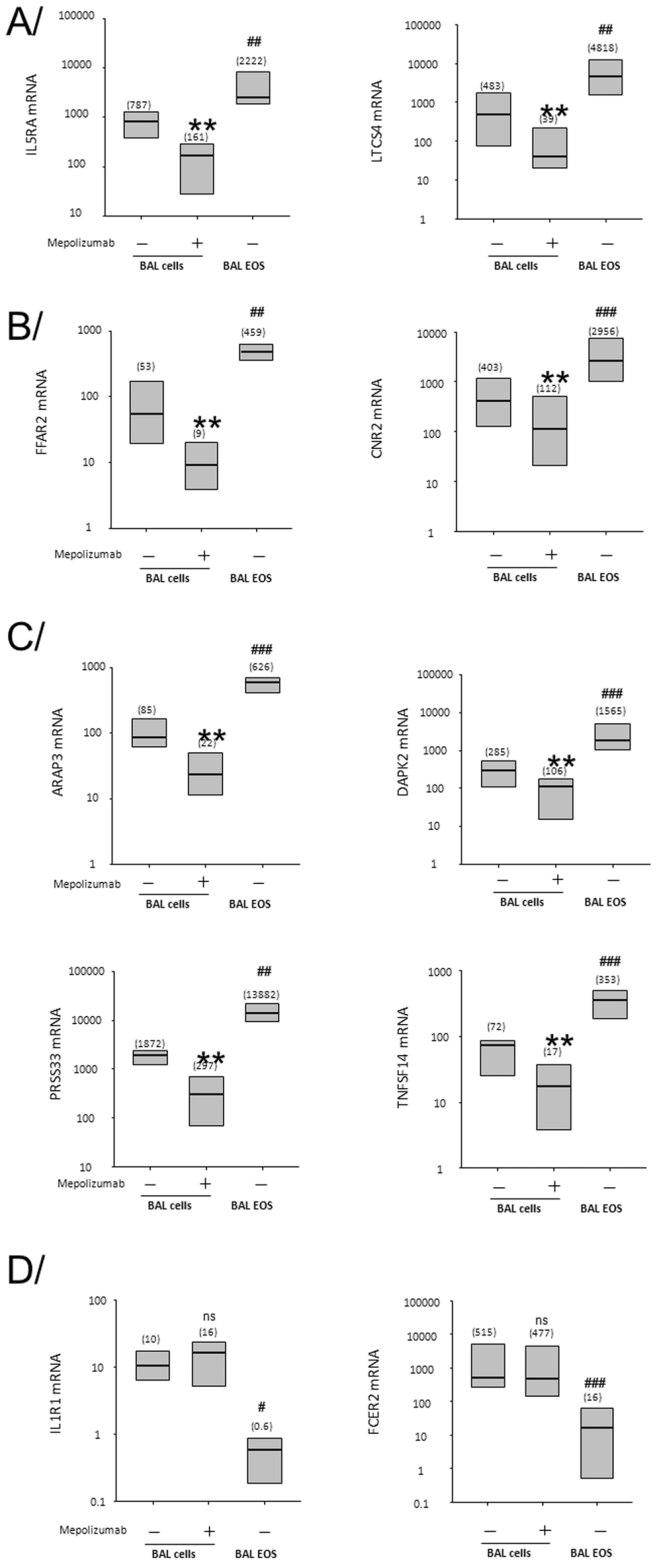
Validation by qPCR of the 57 genes associated with airway EOS after airway allergen challenge. qPCR was performed on BAL cells before SBP-Ag (BAL V1 as shown on Figure 1), 48 h after allergen with (V4) or without mepolizumab treatment (V2), and on purified BAL EOS (BALEOS) after allergen challenge (no mepolizumab, V2). Fold changes compared to expression in BAL cells before allergen challenge and mepolizumab (V1) are presented. Box plots depict the median and the interquartile range between the 25^th^ and the 75^th^ percentiles. 6 subjects are included in each group and means are presented in parentheses. ** indicates that mRNA level in BAL cells is significantly decreased by mepolizumab compared to BAL cells on V2 (p<0.01). # indicates that mRNA level in BAL EOS at V2 is significantly higher or lower compared to total BAL cells on V2 (^#^, p<0.05; ^##^, P<0.01: ^###^, P<0.001).

## Discussion

We have used a unique approach combining 3 whole genome expression microarrays (sputum cells after WLAC, BAL cells after SBP-Ag, and BAL cells after mepolizumab and SBP-Ag) to identify 57 genes highly expressed by airway EOS after an allergen challenge. We demonstrated that EOS are likely the main source of these 57 genes expressed by total BAL cells. The 57 genes included genes such as CD69, IL5RA, LTC4S, RNASE2, RNASE3, SIGLEC8, ADAM8, CDA, ICAM3, IL1RL1 (ST2), and P2RY2 that are known to be expressed in EOS, and other genes not previously linked to EOS. Cluster analysis indicated these genes might have an impact on EOS migration and activation, as well as the innate and adaptive immune responses.

Of the 57 transcripts associated with airway EOS, 16 have been previously detected in circulating EOS, including IL1RL1, CNR2, and FFAR2. IL1RL1 (also known as ST2) is the receptor for IL-33, a cytokine that is released following epithelial damage during an allergic reaction. IL-33 can activate CD4^+^ T cells, type-2 innate lymphoid cells, and mast cells, as well as EOS [33]. The function of IL-33 on circulating EOS includes induction of degranulation, cytokine release, and increased survival. *In vivo*, blockade of the IL-33/IL1RL1 pathway reduces allergic inflammation and airway responsiveness [34]. Our study suggests that EOS might be the main source of IL-33 receptor among the airway inflammatory cells present after SBP-Ag, and EOS could contribute to IL-33-mediated effects in allergic asthma. CNR2 (also called CB2 receptor) is the cannabinoid receptor expressed in lymphoid organs [35]. CNR2 is known to be expressed by circulating EOS, and an endogenous ligand (2-arachidonoylglycerol) induces EOS migration [36]. In mice, genetic deletion of Cnr2 exacerbated contact allergic inflammation and influenza-induced excessive airway injury possibly via induction of pro-inflammatory and pro-remodeling mediators (IL-17, IL-13, TNF-α, GM-CSF) [37], [38]. CNR2 agonists reduced bronchoconstriction, mast cell degranulation and pulmonary inflammation in guinea pigs [39]. Another endogenous CNR2 ligand, anandamide is increased in BAL fluids after SBP-Ag, and correlated with the number of EOS in the airway [40]. Finally, FFAR2 expression by EOS has only been reported once [32]. FFAR2 (also known as GPR43) is a lipid G-protein coupled receptor for short-chain fatty acids that is produced by bacteria after fermentation of dietary fibers. Interestingly, the lack of FFAR2 led to unresolved inflammation in several animal models of inflammation, including allergen-induced airway inflammation [32], suggesting FFAR2 activation by short-chain fatty acids would be beneficial to reduce asthma.

One example of potentially novel EOS-derived mediators is TNFSF14 (also called LIGHT), a membrane-expressed or secreted protein that interacts with TNFRSF14 membrane receptor (HVEM), and was characterized as a co-stimulatory ligand for lymphoid cells [41]. As most of the co-stimulatory members of the TNF/TNFR superfamily, TNFSF14 has been studied for its impact on autoimmune disease and transplant rejection [41]. More recently, LIGHT has been implicated in induction of airway fibrosis and smooth muscle hyperplasia via TGF-ß and IL-13 production in an allergic animal model [42]. Interestingly, in human sputum, LIGHT protein level has been associated with lower lung function (FEV_1%_ predicted) [43].

Another example of novel mediators in human EOS is PGLYRP1 or PGRP-S (also called Tag7), which recognizes bacterial peptidoglycan and has an antibacterial function [44]. PGLYRP1 is a 21Kd protein with a signal peptide for secretion. While PGLYRP1 has not been described in human EOS, bovine and mouse EOS are known to express and store the bovine and murine ortholog of PGLYRP1 [45], [46]. In addition, to its antimicrobial function, several mouse models using PGLYRP1 knock-out, have demonstrated both an anti-inflammatory role for PGLYRP1 that down-regulated the production of type-1 cytokines and chemokines [47], and a pro-inflammatory role in atopic dermatitis, contact dermatitis, and pulmonary inflammation models promoting the Th1, Th2 and Th17 response [48], [49]. Also, through its interaction with Hsp70 on cytotoxic lymphocytes, PGLYRP1 possesses anti-tumor cell activity [50].

Another intriguing gene is PRSS33 (also called Protease EOS). This member of the trypsin-like serine proteases has been described to be predominantly produced by macrophages [51]. However, an international patent has described PRSS33 as expressed by EOS as well (Pub. No.: WO/2001/016290). Proteases have crucial roles in maintaining homeostasis and regulating inflammation and immune reactions, thus their expression in EOS is under active investigation. For instance, PRSS21 (esp-1) has been found in EOS but not in neutrophils [52], and we have shown very recently that EOS could generate high amounts of another protease, MMP-9 [53]. Yet, the production of PRSS33 by human EOS remains uncertain.

There is little overlap between airway EOS genes described in the present study and previous microarrays using *in vitro* activated blood EOS. *In vitro*, IL-5 induced the up-regulation of CD69 by blood EOS [13], [14]. Surprisingly, CD69 was the only common gene between our 57 EOS-associated genes and the genes up-regulated by IL-5 or GM-CSF in these 2 previous studies. This suggests that a short-term *in vitro* activation using IL-5 or GM-CSF might not be an adequate model to reflect *in vivo* EOS activation after an allergen challenge. In addition, the present study analyzed the presence of genes associated with eosinophilia while the 2 previous studies analyzed genes that are cytokine-induced. Thus, in addition to their exposure to cytokines, airway EOS likely become activated as a result of their transmigration out of the blood and through the tissues. Future studies will be required to determine if the 57 genes are inducible or constitutively expressed by airway EOS. Comparison of gene expression in airway EOS after allergen challenge with blood EOS obtained from individuals who do not receive challenge would provide information on the inducible versus constitutive expression of these genes.

In a study by Nakajima et al. [54], microarray analysis examined EOS-specific transcripts by comparison to other nucleated peripheral blood cells. Among the 30 EOS-specific genes, 3 were present in our list of 57 genes (RNASE2, IL5RA and CNR2). 11 of the 30 genes were also up-regulated in our BAL cells after SBP-Ag including GPR44, ALOX15, P2RY14, IDO1, ADORA3, CAMK1, CCR3 and P2RY10; while 10 of the 30 genes were part of the EOS-associated genes in induced sputum (CLC, PLAUR, MARCKSL1, P2RY14, CAMK1, CCR3, and OLIG2).

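Most of the blood EOS genes named here were higher in BAL cells after SBP-Ag. ADORA3, an adenosine receptor whose probe set is listed with TMIGD3 as well, rose by 3.28 ± 0.90 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0238 from limma). CAMK1, a calcium-dependent kinase, rose by 2.95 ± 0.75 (adjusted p = 0.0227) and IDO1, which breaks down tryptophan, by 2.61 ± 0.18 (adjusted p = 0.0322). P2RY10 and P2RY14, receptors of the P2Y family, were higher by 2.96 ± 1.59 (adjusted p = 0.121) and 2.28 ± 0.34 (adjusted p = 0.0621). MARCKSL1 was higher by 0.84 ± 0.51 (adjusted p = 0.146) and OLIG2, a transcription factor, by 0.66 ± 0.28 (adjusted p = 0.244), while PLAUR, the urokinase receptor, was at −0.18 ± 0.23 (adjusted p = 0.833). Of the 15 genes of the comparison that the paper names, 12 were at least 2-fold higher in both subjects, all but PLAUR, MARCKSL1 and OLIG2. By limma 9 rose (14 when adjusted over the list alone), with a median of 2.93 (adjusted p = 1.48e-19 from camera, adjusted p = 0.126 with an estimated correlation). The paper names these genes after comparison with these arrays, so the count is not independent evidence. Between V2 and V4, 14 of the 15 were lower, with a median of −0.72 (adjusted p = 4.42e-07 from camera, adjusted p = 0.366 with an estimated correlation), 0 passed limma over all probe sets and 1 when adjusted over the list alone, and IL5RA, CNR2 and PTGDR2 passed both 1.5-fold measures.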

Gene expression analysis by microarrays has been previously performed on bronchial biopsies from asthmatic patients and on airway epithelial cells [55], [56] but microarray analysis using BAL cells after *in vivo* challenge has not been reported. In our whole genome expression analysis, 299 genes were up-regulated after SBP-Ag in BAL cells. Cluster analysis by DAVID Bioinformatics Resources identified 36 genes involved in defense, immune, or wound-healing responses, 32 genes implicated in cell adhesion or locomotion, 23 genes that regulate transcription, 21 genes associated with apoptosis and 12 genes that are part of the second-messenger-mediated signaling. Importantly, the EOS markers (RNASE2 and RNASE3, also called EDN and ECP) as well as 15 other well-known EOS-associated genes were up-regulated concomitantly with EOS accumulation in the airway following SBP-Ag. Of these 17 genes, all but CCR3 were decreased by the mepolizumab infusion. Among the 13 genes up-regulated by SBP-Ag and related to lung remodeling (CCL2, CCL13, CCL22, CCR2, FCER2, FGFR2, FLT1, IGF1R, IL1R1, IL1R2, IL6R, MMP9 and MMP12), 11 of them were unchanged following mepolizumab. This suggests that in this model mepolizumab did not impact expression of remodeling-associated genes.

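Most remodeling genes had V4 values close to or above their V2 values, so after the second SBP-Ag, which followed mepolizumab, they were not lower. MMP12 rose by 6.95 ± 0.45 on the log2 scale from V3 to V4 (SD, n = 2 subjects, adjusted p = 0.0175 from limma), and its V4 − V2 change was 0.73 ± 1.01. CCL2 rose by 4.67 ± 0.45 (adjusted p = 0.0233) and its V4 − V2 change was 0.02 ± 0.42. CCL13 rose by 3.81 ± 0.36 (adjusted p = 0.0144) and CCL22 by 3.26 ± 0.37 (adjusted p = 0.0216), with V4 − V2 changes of 0.99 ± 0.61 and 0.03 ± 0.26. FGFR2 was the exception, with a V4 − V2 change of −1.43 ± 0.50, lower by at least 1.5-fold in both subjects by both measures. IGF1R was at −0.72 ± 0.41 and did not pass, with V2 to V4 ratios of 2.02 in subject 1 and 1.34 in subject 2. A second, dimmer probe set of IGF1R was at −0.92 ± 0.30, with V2 to V4 ratios of 2.19 and 1.64, and missed the ratio of the challenge fold changes in subject 2 (1.34). Thus 12 of the 13 genes were not reduced by this rule. Of the 13, 6 rose from V3 to V4 (13 when adjusted over the list alone), with a median of 2.20 (adjusted p = 3.44e-19 from camera, adjusted p = 0.182 with an estimated correlation). Between V2 and V4 the median was 0.36 (adjusted p = 0.0639 from camera), with 0 genes past limma over all probe sets or over the list alone. The difference between the challenge effects after and before mepolizumab had a median of 0.34 (adjusted p = 0.285 from camera). These 2 medians were 0.02 and 0.02 in subject 1 alone, and 0.43 and 0.44 in subject 2 alone. From V1 to V2, 7 of the 13 rose (13 when adjusted over the list alone), with a median of 1.86 (adjusted p = 2.14e-20 from camera, adjusted p = 0.126 with an estimated correlation). The study chose this list on these arrays, so it is not independent evidence of a rise. With 2 subjects, a V4 − V2 change near 0 does not show that the genes were unaffected. From the genes that did not change after mepolizumab, the paper proposes that in this model the antibody left the expression of remodeling genes as it was.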

Potential limitations of this study include the inability to assess gene expression in non-hematopoietic airway cells (including epithelial cells) or to detect by microarray transcripts, such as cytokines, that are in low abundance. Unlike microarray analysis, qPCR allowed detection of IL-13 and IL-17A in BAL after SBP-Ag [9]. This suggests that some genes might have been excluded from the final eosinophilic genes and that the list of 57 genes is not an exhaustive inventory. Finally, it is important to note that a portion of the genes that are not affected by mepolizumab may in fact represent genes associated with a distinct phenotype of eosinophils that were recruited to or differentiated in the airway following administration of mepolizumab.

In conclusion, we have identified 57 genes highly expressed *in vivo* by airway EOS (BAL and sputum). Most of the 57 genes have not been previously studied in EOS and are important candidates to understand tissue EOS biology and to find new targets for therapies associated with an excessive eosinophilic response.

## Supporting Information

Table S1 **Primer sequences used for real-time PCR.**
(DOCX)

Table S2 **299 Genes upregulated in BAL cells 48 h after segmental allergen challenge.**
(DOCX)

Table S3 **22 Genes upregulated by more than 5 fold in both subjects in BAL cells 48 h after segmental allergen challenge.**
(DOCX)

Table S4 **Main cellular sources (non-eosinophilic) of the transcripts up-regulated in BAL cells after SBP-Ag.**
(DOCX)

Table S5 **Among the 299 genes upregulated in BAL cells after SBP-Ag, 31 have been previously genetically associated with asthma, allergy or a pulmonary disease.** DAVID Bioinformatics Resources 6.7; National Institute of Allergy and Infectious Diseases (NIAID), NIH; http://david.abcc.ncifcrf.gov/.
(DOCX)

Table S6 **99 genes up-regulated in BAL cells by SBP-Ag and down-regulated after mepolizumab.**
(DOCX)

Table S7 **Genes up-regulated in BAL cells after allergen challenge, down-regulated by mepolizumab and part of the EOS-associated genes in the sputum: functional annotation clustering (DAVID Bioinformatics Resources 6.7, National Institute of Allergy and Infectious Diseases, NIH).**
(DOCX)

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S1 — Primer sequences used for real-time PCR.

**Table S1: Primer sequences used for real-time PCR**

| **GENE** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| IL5R | aagtgtgcggaccatcctgca | ccaggagaccctggtggggc |
| LTC4S | gcccaggtgaactgcagcga | gccgccgccccttcatgaaa |
| FFAR2 | ggctgcgtcgaacttccgct | gccaaaactcgtgagggcgc |
| CNR2 | cccacaacacaacccaaagccttct | tggggtgggcccttcagattcc |
| IL1R1 | tgtgagcccagctaatgagaca | ccggtgacattacagatcaattgt |
| ARAP3 | gcccccgacagaagagagagca | tagccagcatcctcccgtgcc |
| DAPK2 | agagacccggaaacggctcaca | ccacagactccctgcgcacc |
| PRSS33 | aggtcctgctccttctggtgctg | tccgactggacatgcggggct |
| TNFSF14 | ctaggagagatggtcacccgcctg | ggttgacctcgtgagaccttcgc |
| CD23b | tggaacaagcagaatttagca | ctgggaagctcctcgatctc |

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S2 — 299 Genes upregulated in BAL cells 48 h after segmental allergen challenge.

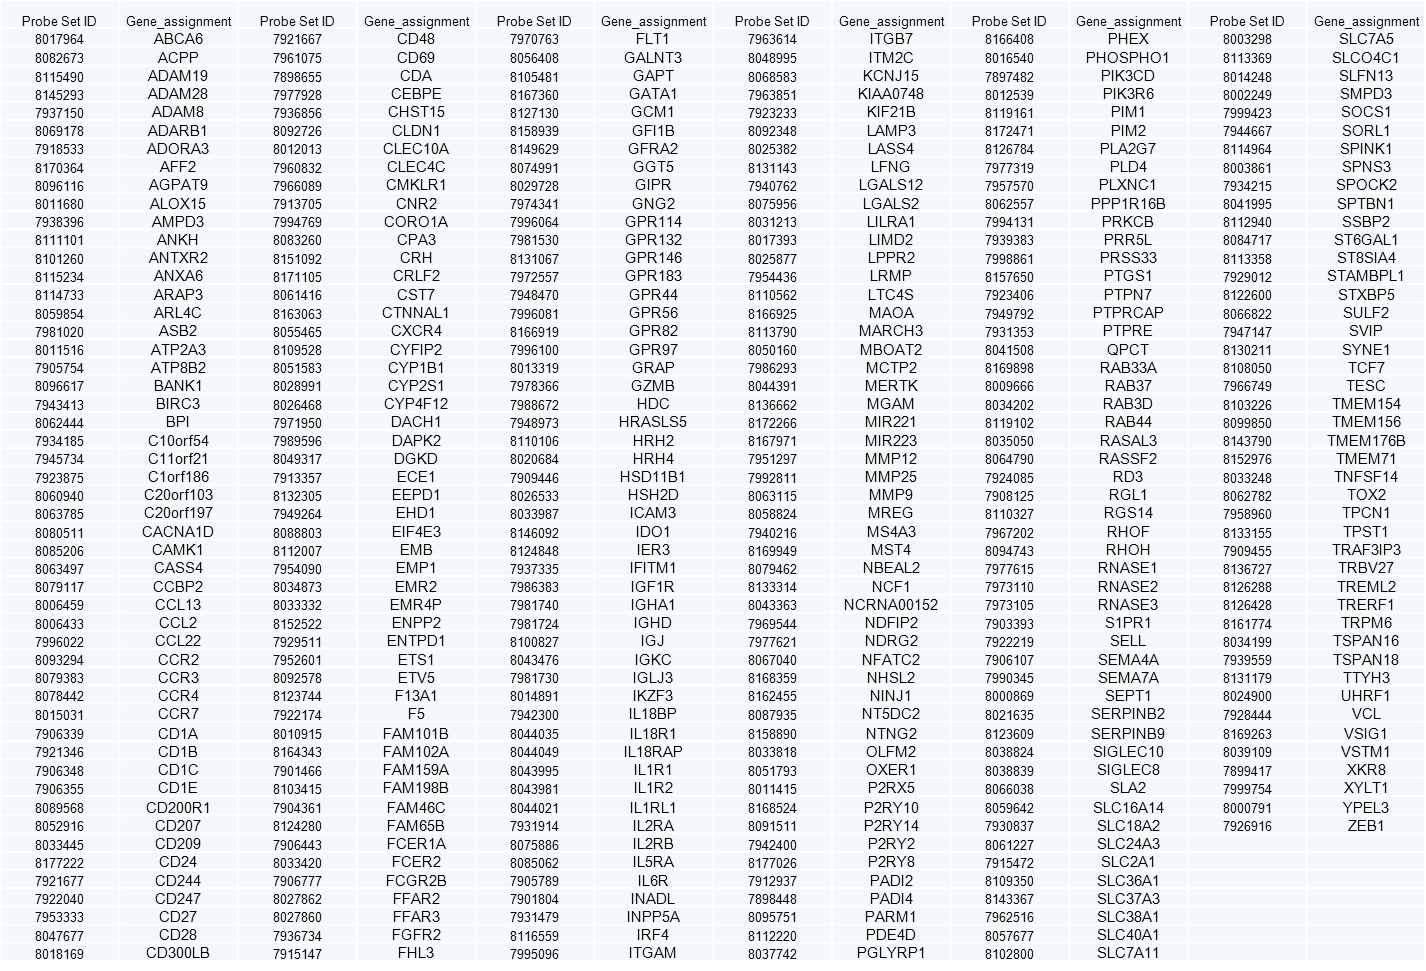

Eosinophil markers

**Table S2. 299 Genes upregulated in BAL cells 48 h after segmental allergen challenge**

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S3 — 22 Genes upregulated by more than 5 fold in both subjects in BAL cells 48 h after segmental allergen challenge.

**Table S3. 22 Genes upregulated by more than 5 fold in both subjects in BAL cells 48 h after segmental allergen challenge**

| Probe Set ID | gene_assignment | Fold change, subject 1 | Fold Change, subject 2 |
| --- | --- | --- | --- |
| 7906339 | CD1A | 31.5 | 10.0 |
| 8006433 | CCL2 | 31.1 | 9.5 |
| 8082673 | ACPP | 20.9 | 9.8 |
| 8011680 | ALOX15 | 15.5 | 15.2 |
| 7912937 | PADI2 | 17.0 | 8.5 |
| 8010915 | FAM101B | 14.0 | 11.2 |
| 8177222 | CD24 | 10.7 | 12.1 |
| 8027860 | FFAR3 | 15.6 | 5.9 |
| 7918533 | ADORA3 | 15.1 | 6.3 |
| 8038839 | SIGLEC8 | 15.2 | 5.8 |
| 8011516 | ATP2A3 | 12.6 | 7.5 |
| 7906355 | CD1E | 5.3 | 13.3 |
| 7921346 | CD1B | 7.2 | 11.1 |
| 7996022 | CCL22 | 11.9 | 6.4 |
| 7937150 | ADAM8 | 11.3 | 6.9 |
| 8006459 | CCL13 | 10.5 | 7.7 |
| 8085206 | CAMK1 | 11.2 | 5.4 |
| 8033987 | ICAM3 | 8.0 | 6.5 |
| 7921677 | CD244 | 8.9 | 5.2 |
| 8012539 | PIK3R6 | 5.5 | 7.1 |
| 7898448 | PADI4 | 5.7 | 5.7 |
| 8027862 | FFAR2 | 5.2 | 6.0 |

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S4 — Main cellular sources (non-eosinophilic) of the transcripts up-regulated in BAL cells after SBP-Ag.

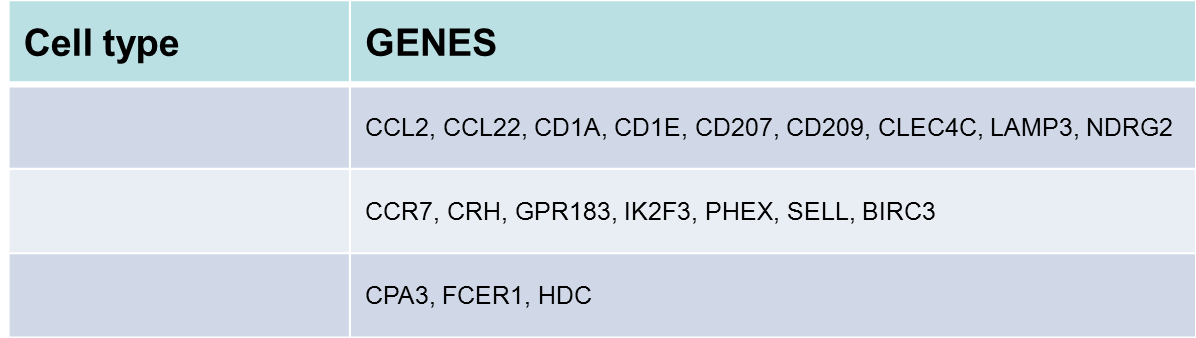

Dendritic cells

Lymphocytes

Mast cells

**Table S4. Main cellular sources (non-eosinophilic) of the transcripts up-regulated in BAL cells after SBP-Ag**

Swissprot research at http://www.uniprot.org/

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S5 — Among the 299 genes upregulated in BAL cells after SBP-Ag, 31 have been previously genetically associated with asthma, allergy or a pulmonary disease. DAVID Bioinformatics Resources 6.7; National Institute of Allergy and Infectious Diseases (NIAID), NIH; http://david.abcc.ncifcrf.gov/.

**Table S5**. Among the 299 genes upregulated in BAL cells after SBP-Ag, 31 have been previously genetically associated with asthma, allergy or a pulmonary disease

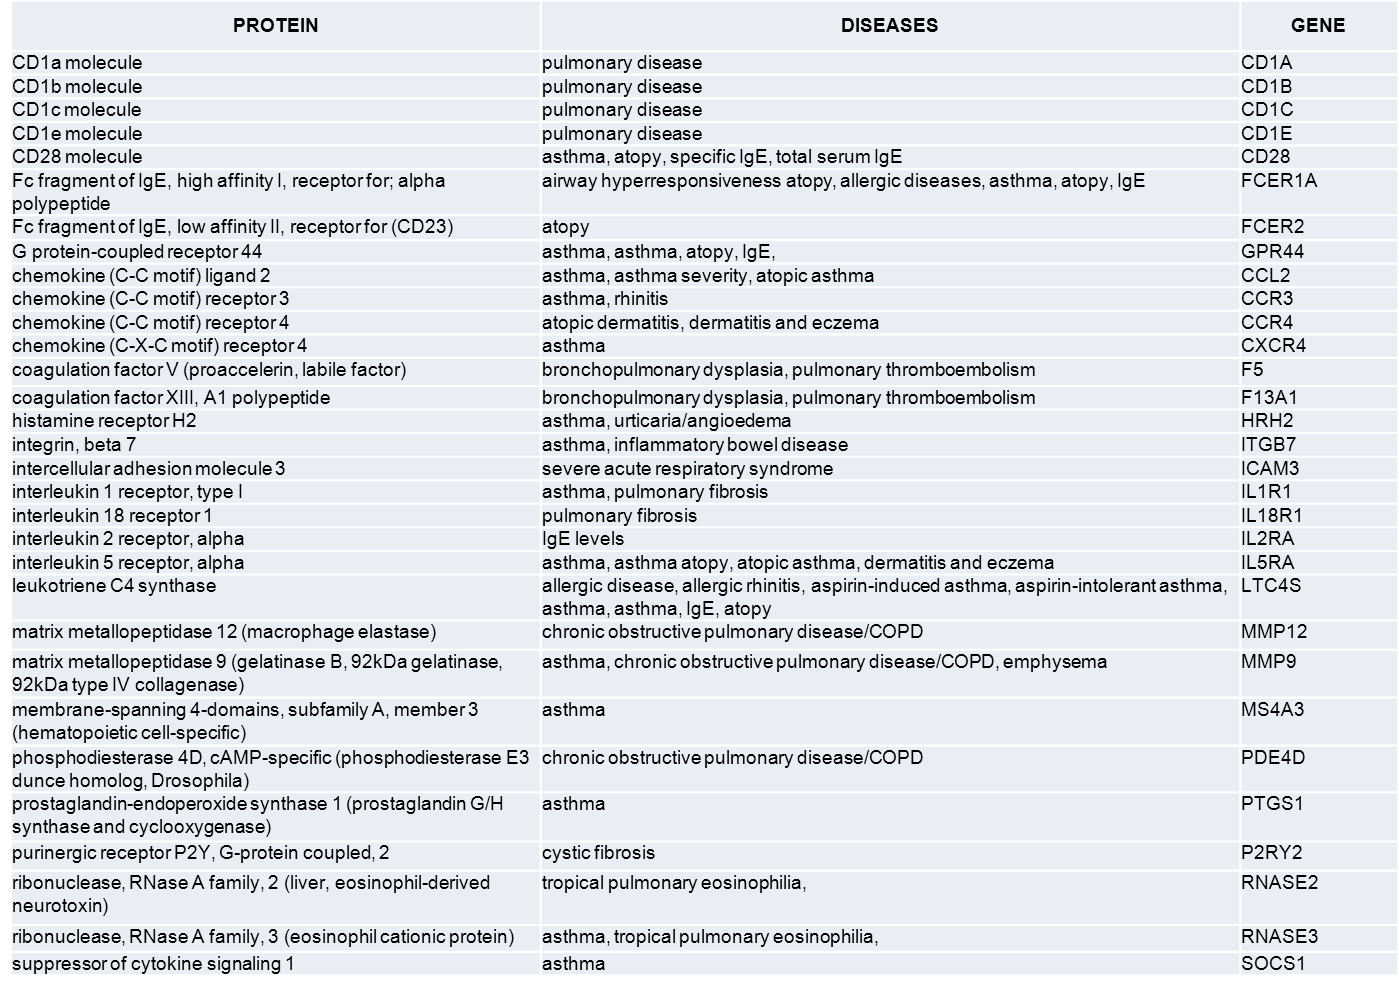

DAVID Bioinformatics Resources 6.7; National Institute of Allergy and Infectious Diseases (NIAID), NIH ; <http://david.abcc.ncifcrf.gov/>

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S6 — 99 genes up-regulated in BAL cells by SBP-Ag and down-regulated after mepolizumab.

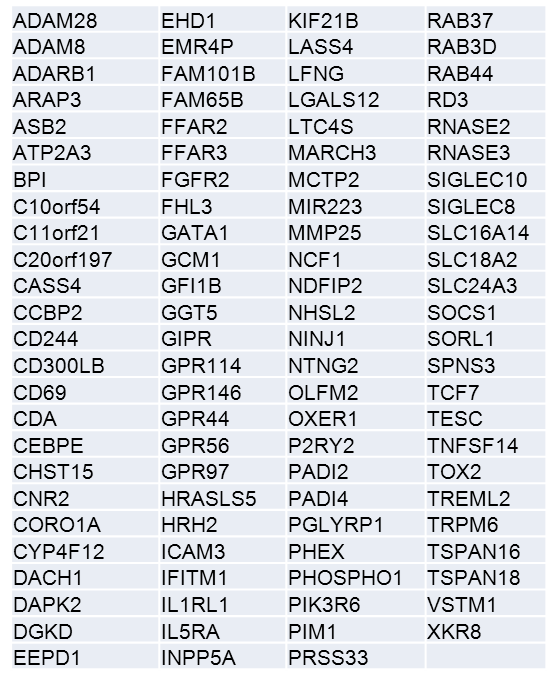

**Table S6.**

**99 genes up-regulated in BAL cells by SBP-Ag and down-regulated after mepolizumab**

EOS markers

# Supplementary material for: Identification of Genes Expressed by Human Airway Eosinophils after an In Vivo Allergen Challenge
**Source:** PLoS One. 2013 Jul 2;8(7):e67560. doi: 10.1371/journal.pone.0067560
**Supplement:** Table S7 — Genes up-regulated in BAL cells after allergen challenge, down-regulated by mepolizumab and part of the EOS-associated genes in the sputum: functional annotation clustering (DAVID Bioinformatics Resources 6.7, National Institute of Allergy and Infectious Diseases, NIH).

**Table S7**.

**Genes up-regulated in BAL cells after allergen challenge, down-regulated by mepolizumab and part of the EOS-associated genes in the sputum: functional annotation clustering (DAVID Bioinformatics Resources 6.7, National Institute of Allergy and Infectious Diseases, NIH)**

**
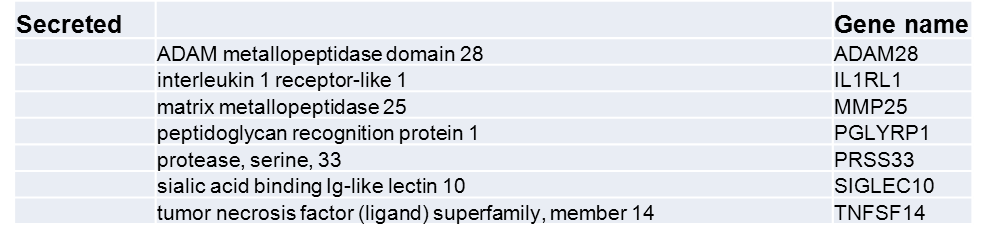

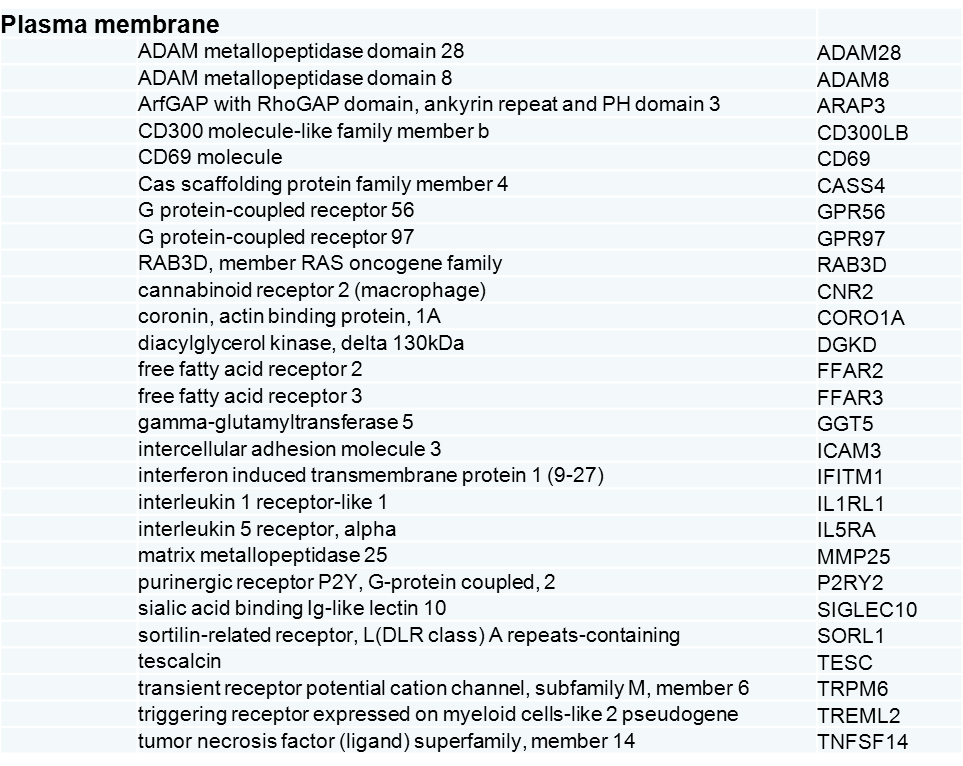
**

**Table S7**…

**… Table S7**

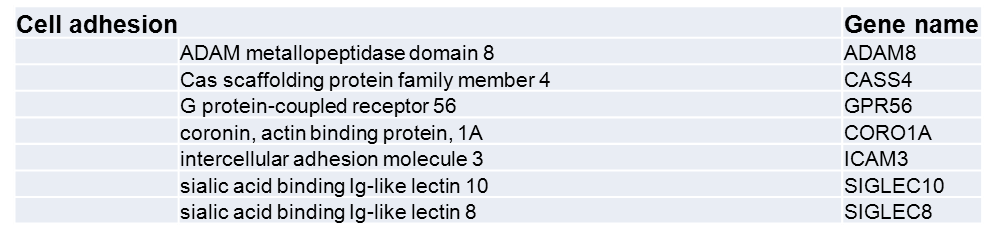

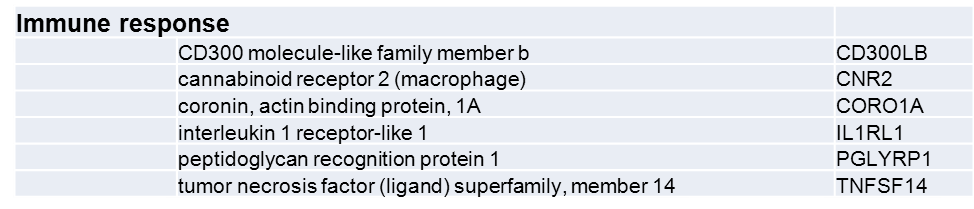

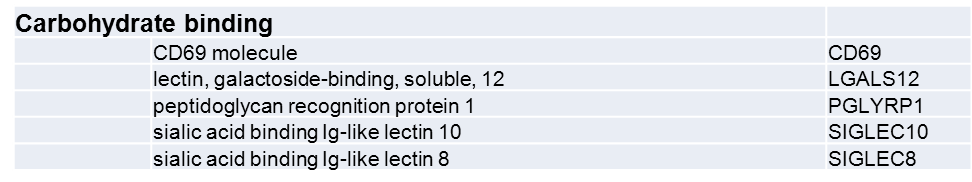

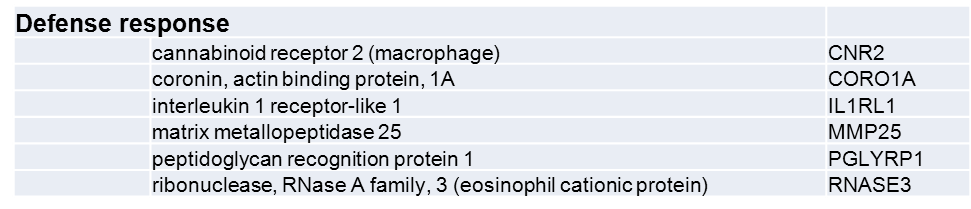

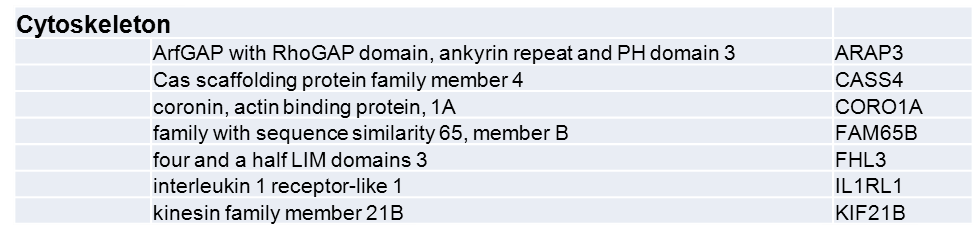
**
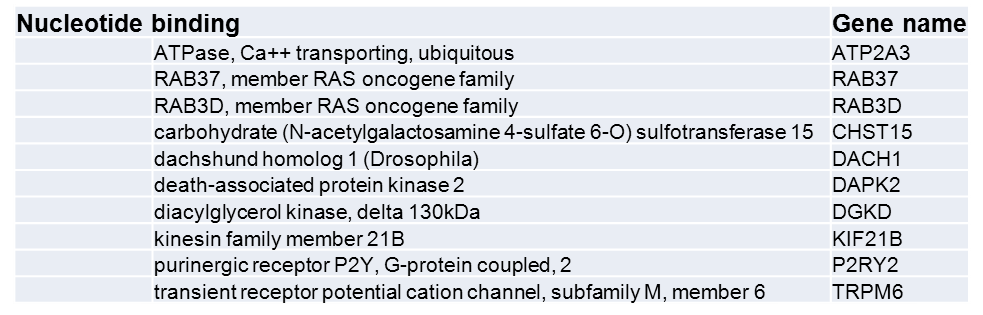
**

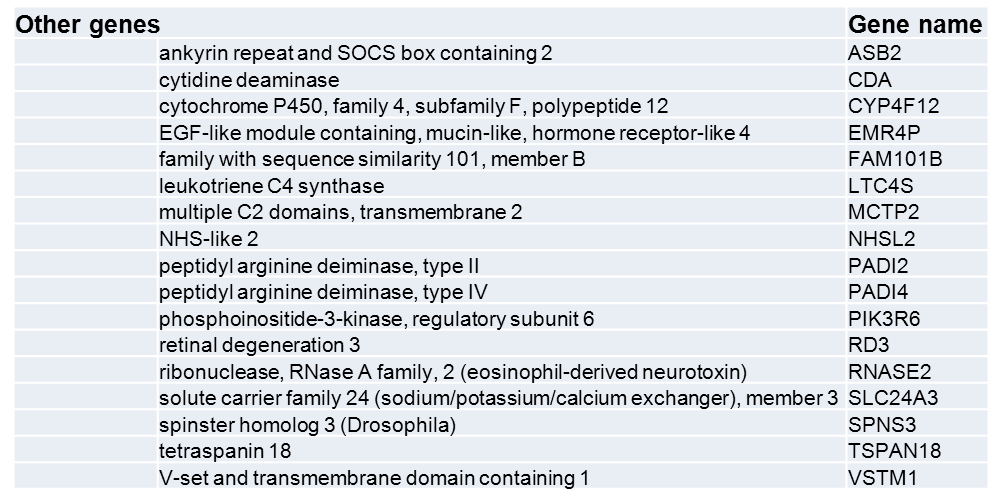

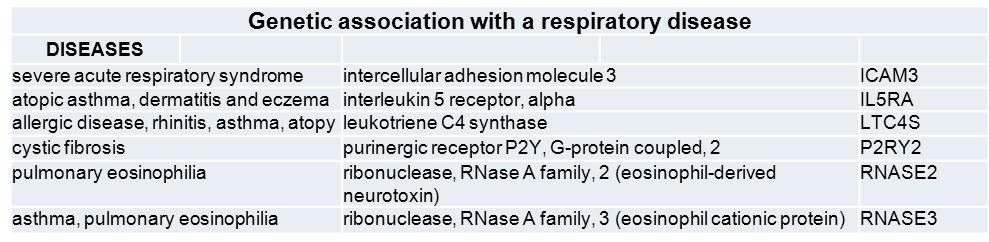

**…Table S7**

How the deposited data were processed for this re-analysis (not part of the article)

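Gene expression was measured in total BAL cells of 2 subjects at 4 visits, before and 48 h after SBP-Ag without mepolizumab (V1 and V2) and before and 48 h after SBP-Ag following 750 mg of mepolizumab (V3 and V4), with 1 Affymetrix Human Gene ST array per subject and visit. The authors processed the CEL files in ArrayStar with RMA (background correction, quantile normalization and median polish), and deposited log2 expression values for 30064 probe sets on 8 arrays. No value was missing. The medians and interquartile ranges differed between the arrays, so the deposited values do not share a single distribution across all 8.

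Of the probe sets, 19310 have 1 gene symbol in the platform annotation, 1752 have several and 9002 have none. Symbols of 27 probe sets were updated, and 5 probe sets were named through the tables of the paper. Probe sets of XIST and of Y-linked genes (24) were left out of every table. Tests were run on the 19291 remaining probe sets of 18337 genes, and for a gene with several probe sets the one with the highest mean was used.

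Fold changes were computed in each subject from the log2 values. A probe set counted as 2-fold higher after SBP-Ag when V2 over V1 was at least 2-fold in both subjects. It counted as reduced when, in addition, both V2 over V4 and the ratio of the challenge fold changes were at least 1.5-fold in both subjects. Chance under this rule was estimated from 100 simulated draws without a difference between V2 and V4, in which each probe set varies on its own. The draws are centred on fitted V2 values of probe sets picked for high V2, so they can understate chance. Linear models were fitted with limma 3.58.1 in R 4.3.3, with the visit and the subject as terms, an empirical Bayes prior on the spread (3.107 prior degrees of freedom, prior SD 0.22), 3 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05. Each subject gave 1 array per visit, so the pairing follows from the design. After removal of the visit means, correlations between arrays of the same subject lay between −0.35 and 0.77 (mean 0.30), and without the subject block 107 probe sets passed for V2 − V1, against 233 with it. The number of arrays limits the precision. The overlap of the higher genes was tested with Fisher's exact test over the 18337 genes, and that of the reduced genes among the higher genes. This test treats genes as independent, so its p-values overstate the evidence where genes vary together. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

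Gene lists were tested against all other genes with camera, with a preset correlation of 0.01 between genes, and p-values were adjusted over the lists. With an estimated correlation, camera has only the 3 residual degrees of freedom, so hardly any list could pass. The lists covered cell types (EOS, macrophages, monocytes, neutrophils, dendritic cells, lymphocytes, mast cells, epithelium and erythrocytes), mediators and pathways, and the genes the study names. Genes named in the text were chosen by a rule fixed before the data were examined. They are the genes the paper names for BAL cells, the 10 genes that rose and the 10 that fell most in each comparison among those past the threshold (or, with none past it, among those at least 2-fold different in both subjects, without a test), and the 4 members of each list with the largest change. The fold changes of Table S3 had been read in the paper by then. Genes named outside this rule are marked.

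Alternatives set in advance were a fit without the subject block, an intensity trend in the prior, a filter on dim probe sets, centring of each array on its median, quantile normalization over the 8 arrays, array weights, leaving out each array or subject, the mean fold change in place of each subject's, all probe sets in place of named ones, either reduction measure alone, a 2-fold reduction, an estimated correlation between genes, the fry test, and the mean over all probe sets of a gene. Leaving out the 2 arrays with the narrowest distributions was added after seeing the data. Sputum arrays and qPCR values of the study were not analyzed here.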

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

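The slope of each array on the others, the comparisons of the V2 and of the V3 arrays of the 2 subjects, and those of HP with the macrophage genes and of these with the share of cells other than EOS were tests chosen only after the result was seen.

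The differences of EOS genes between before and after SBP-Ag were smaller after mepolizumab than before it. In both subjects the challenge after mepolizumab was the second, so mepolizumab, a repeated challenge and time cannot be told apart. In the test of the difference of the challenge effects, (V4 − V3) − (V2 − V1), the median of the 20 EOS genes was −0.81 on the log2 scale (19 lower, adjusted p = 8.76e-06 from camera, adjusted p = 0.462 with an estimated correlation), that of the paper's 4 EOS markers −1.21 (4 lower) and that of its 13 other EOS genes −1.13 (13 lower). For the lower EOS genes at V4 than at V2, a difference in value distributions between the arrays is argued against. After quantile normalization the V4 − V2 median of the EOS list was −1.21 in subject 1 and −0.85 in subject 2. This comparison leaves out the V1 and V3 arrays, so it does not settle the point for the difference of the challenge effects. The share of EOS among the BAL cells was itself lower at V4 by the paper's counts (72 to 24% and 74 to 39%, log2 ratios of −1.58 and −0.92). The V4 − V2 medians of the EOS list were −1.18 and −0.70, which met the prediction set beforehand for a lower share. Whether the share accounts for the whole difference stays open. In both subjects the medians differed by less than the share did, so they give no sign of lower expression per EOS. Shares count cells while the medians measure RNA, so total BAL cells cannot test that hypothesis.

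The median of 25 alveolar macrophage genes was −0.85 at V2 against V1 (22 lower), outside the genes the paper discusses. Dilution of macrophage RNA by recruited cells stays open. For it, the medians were −1.11 and −0.60 in the 2 subjects before mepolizumab and −0.40 and −0.55 after it, nearer to 0, though in subject 2 by far less than the spread of the list (interquartile range 0.66). Against it, the V4 − V2 medians were 0.58 and 0.06, where the paper's EOS percentages give log2 ratios of 1.44 and 1.23 for the share of all other cells. These ratios count cells, while the medians measure RNA. Neither the RNA per cell of each type nor the shares of the other cell types at V4 are known here, so the comparison does not exclude dilution. Over 4-fold lower in both subjects were 7 probe sets, those of SNORD116-24, HP, SNORD116-15, SNORD116-20, ANO5, TRHDE and IFI44L. If all cells gave equal RNA, dilution by EOS alone would leave none, and 10 had been set as a bound against dilution. Other recruited cells can add to dilution, so this count does not decide. For HP, dilution alone is argued against: from V3 to V4 HP was lower by 2.81 and 3.08 in the 2 subjects (SD 0.19), where the lowest of the 25 macrophage genes was at −1.04 and −1.13. A loss of cells rich in HP was not tested. For the other 6, dilution and regulation within cells were not told apart, and their mean V4 − V3 changes lay between −0.46 and −1.41. The −1.41, that of TRHDE, also lies below the lowest macrophage gene, but the comparison in each subject made for HP was not made for TRHDE. Of 20 SNORD116 probe sets, which make small nucleolar RNAs, 7 were at least 2-fold lower in both subjects and 4 fell by limma, with a median of −0.74 at V2, −0.09 for V4 − V3 and −0.42 for V3 − V1.

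The V2 array of subject 2 and the V3 array of subject 1 had the narrowest distributions. For V2, the visit itself is argued against, since the V2 array of subject 1 had an interquartile range of 3.50, above those of 2 of that subject's other arrays. For V3 it stays open: the V3 array of subject 2 had one of 3.05, below those of that subject's V1 and V4 arrays (3.12 and 3.19) and above only that of the narrow V2 array (2.73). A compressed signal scale stays open. Over the 10773 probe sets left out of the tests, most of them without a gene symbol, the slopes of these arrays on the subject's other arrays were 0.953 and 0.935. The first lies within 0.0126, the SD of the other 6 slopes, of the bound of 0.95. No biological explanation was tested.

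Other lists also differed between the 2 challenge effects by camera, and none did with an estimated correlation (adjusted p from 0.462 to 0.532). The medians of the differences were −1.31 for the qPCR genes, −0.77 for the blood EOS genes (−1.14 in subject 1 and −0.45 in subject 2), −0.82 for adhesion and orphan G protein-coupled receptors (−1.08 and −0.29), −0.53 for peptidylarginine deiminases and transglutaminases, −0.83 for the genes of Table S3, −1.18 for those of Table 2 and −0.35 for the sputum genes of Table 1. They were 0.39 for alveolar macrophage genes (0.67 in subject 1 and 0.11 in subject 2), 0.49 for interferon response genes (0.84 and 0.13), 0.88 for cell cycle genes, 0.22 for cholesterol genes and 0.33 for MHC class II genes.

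The paper lists genes higher after SBP-Ag and does not report on lower ones, and 189 probe sets were at least 2-fold lower in both subjects at V2 (873 in subject 2 alone, 537 in subject 1 alone). The interferon response list had a V2 − V1 median of −0.93 and the MHC class II list one of −0.30. Between V1 and V3, for which the paper reports no genes, the median was 0.30 for T and NK cell genes and −0.40 for cell cycle genes (adjusted p = 4.03e-05 and 4.98e-08 from camera, adjusted p = 0.956 with an estimated correlation for each). Both were nearer to 0 in subject 1 (0.09 and −0.12) than in subject 2 (0.69 and −0.61).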

How the results depend on the processing

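The fit without the 2 narrowest arrays was a test chosen only after the result was seen.

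For V2 − V1, limma's 233 probe sets became 783 with an intensity trend, 107 without the replicate block, 554 among the brighter probe sets, 492 after quantile normalization and 0 to 874 when 1 array was left out. They were 284 with array weights and 223 after centring, and 2375 without both narrow arrays. The count was 0 without any 1 of the V1 and V4 arrays, 120 and 874 without the V2 array of subject 1 and of subject 2, and 821 without either V3 array. For V4 − V3, 64 became 221 with array weights, 155 with an intensity trend, 109 after quantile normalization, 0 to 534 when 1 array was left out and 893 without both narrow arrays, with 0 without any 1 of the V1 and V4 arrays, 534 without either V2 array, and 31 and 222 without the V3 array of subject 1 and of subject 2. Without 1 array, the lone array of its visit is fitted exactly, adds nothing to the spread and is assumed to vary like the others. Counts that are the same without either array of a visit therefore do not single out an array. Without both narrow arrays, V2 and V3 have 1 array each, of different subjects, and 1 residual degree of freedom from V1 and V4 gives the spread, so the values of this setting say nothing on stability. For V4 − V2 limma's count was 0 in every setting (884 probe sets at an unadjusted p under 0.05) except 194 without both narrow arrays. For the difference of the challenge effects it was 0 (1208 unadjusted) except 127 without both narrow arrays, and for V3 − V1 it was 0 in every setting (133 unadjusted). The cause was not tested.

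With the mean fold change over the 2 subjects, the counts of the fold rule rose from 302 to 522 (2-fold), 49 to 115 (5-fold), 16 to 31 (10-fold), 74 to 161 (reduced) and 189 to 414 (lower), and the overlap of reduced and sputum genes from 43 to 73, since this rule no longer asks for each subject. In 1 subject alone the counts were 385 to 861, 49 to 223, 16 to 82, 135 to 301, 537 to 873 and 45 to 89, since fewer samples must pass. The overlap of 45 in subject 2 alone no longer passed Fisher's exact test. Centring gave 44 reduced probe sets and an overlap of 26, and a 2-fold reduction gave 19 and an overlap of 12, which no longer passed Fisher's exact test (p = 0.0521). The cause of the centring difference was not tested. The other settings stayed within 1.5 times of each count, and the overlap of 119 with the sputum genes did so in every setting (105 to 170).

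Of 33 lists, camera called 26 for V2 − V1, 21 for V4 − V3, 19 for V4 − V2, 4 for V3 − V1 and 15 for the difference of the challenge effects. With an estimated correlation it called 0 in each, and fry called 20, 14, 0, 0 and 0. Camera with an estimated correlation has only 3 residual degrees of freedom, so hardly any list could pass, and its counts of 0 decide little. For V3 − V1 the 4 became 2 without the block, 7 after centring, 2 after quantile normalization and 20 without both narrow arrays, and for the difference 15 became 23 without both narrow arrays. The CD1 dendritic cell list (V4 − V2) turned from a median of 0.31 to −0.04 without both narrow arrays (adjusted p = 0.304). Without both narrow arrays, with these single arrays, 9 lists that camera had not called were called in the opposite direction. For the difference of the challenge effects these were, toward lower values, the remodeling and Th2 genes (adjusted p = 0.0217), CD1 dendritic cell (0.0095), T and NK cell (6.29e-06), mast cell and basophil (0.0108) and prostaglandin and leukotriene (0.0217) lists, and for V3 − V1, toward higher values, the blood EOS genes (3.83e-05), chemokines (0.0399), IL-5 and JAK-STAT targets (0.00881) and hypoxia and stress (0.0101) lists. The cause was not tested. The median of all probe sets for V4 − V3 was −0.11, which centring removes. Of the changes of named genes, 844 of 976 moved by less than their spread after centring and 831 after quantile normalization.

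How far signal over background limits the calls was not measured beyond the filter on dim probe sets: among the 11449 probe sets above the median, where fewer genes are tested, 264 rose and 290 fell for V2 − V1.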

Differences from the paper's values

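Values are called different here where 1 is more than 1.5 times the other.

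The paper gives 22 probe sets higher by more than 5-fold in both subjects and 4 by more than 10-fold (the paper's values), where 49 and 16 were found here. Both differ from the paper's under every alternative set before the data were examined, from 45 to 223 and from 13 to 82, and no setting reached the paper's values.

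The paper's Table S3 gives fold changes for subject 1 that differ from those found here for 10 of its 22 genes: CD1A 31.5 (paper) and 20.4 (here), PADI2 17 and 7.05, CD24 10.7 and 26.9, FFAR3 15.6 and 7.06, CD1E 5.3 and 20.9, CD1B 7.2 and 50.3, CD244 8.9 and 16.6, PIK3R6 5.5 and 15.6, PADI4 5.7 and 12.3, and FFAR2 5.2 and 19.5. These 10 differ also after centring and after quantile normalization, the alternatives set before the data were examined. For subject 2 all 22 fold changes lay within 5% of the paper's. For subject 1 10 did, and the other 2 differed by less than 1.5 times, FAM101B (RFLNB) 14 (paper) and 19.4 (here) and SIGLEC8 15.2 and 11.2. The paper's 31.5, 17 and 15.6 for CD1A, PADI2 and FFAR3 equal the subject 1 fold changes here of other genes, CCR3 (31.5), P2RY10 (17.0) and PIK3R6 (15.6). Whether values of this column stand beside genes other than their own was not tested, and GPR82 and FCER1A had 31.5 and 15.6 as well. For the 12 values of subject 1 outside 5%, it is therefore open which genes they belong to.

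The other counts were within 1.5 times of the paper's: 302 here and 299 in the paper for 2-fold higher, 74 and 99 for reduced, 24.5% and 33.1%, 119 and 168 for the overlap with sputum genes, 43 and 57 for the overlap of reduced genes, and 12 and 11 for the 13 remodeling genes not reduced. With the ratio of V2 to V4 alone, a second probe set of IGF1R, looked up after seeing the values, passes (2.19 and 1.64), which would leave 11, while CDA, reduced in the paper, still misses. Some alternatives set before the data were examined lay further from the paper's values. The mean fold change over the subjects gave 522 and subject 1 alone 861 for 2-fold higher, and 161 and 301 for reduced. Centring gave 44 and a 2-fold reduction 19 for reduced (18% and 6.3%). The overlap with sputum genes was 105 among the brighter probe sets and 110 after centring, and that of reduced genes was 26 after centring, 12 with a 2-fold reduction and 89 in subject 1 alone. The other alternatives stayed within 1.5 times. The overlap was 170 in subject 1 alone, and the ratio of fold changes alone gave 95 reduced probe sets and an overlap of 54.

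The paper lists RNASE2 and HRH4 among the reduced genes, and states later that the other known EOS genes except CCR3 were reduced, which includes CDA. Here RNASE2, HRH4 and CDA missed 1 of the measures in 1 subject. RNASE2 and HRH4 pass with the ratio of V2 to V4 alone, and CDA passes with the ratio of fold changes alone. CCR3 was not reduced in either analysis.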

Other observations

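No test of this part was chosen after the result was seen.

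Interferon response genes were lower after SBP-Ag, as were alveolar macrophage genes. The medians of the 2 lists were −0.93 (19 of 23 lower) and −0.85 (22 of 25 lower) for V2 − V1, and −0.37 (−0.31 and −0.57 in the 2 subjects, 19 lower, adjusted p = 0.00338 from camera, adjusted p = 0.465 with an estimated correlation) and −0.47 (20 lower, adjusted p = 0.0146 from camera, adjusted p = 0.532 with an estimated correlation) for V4 − V3. Whether the interferon genes differed within cells or through the mixture of cells was not tested. For V2 − V1, of the 23 genes, IFI44L and IFIT1, induced by type I interferon, fell by 2.21 ± 0.24 and 1.85 ± 0.24 on the log2 scale (SD, n = 2 subjects, adjusted p = 0.0397 and 0.0398 from limma), and IFITM1, which limits viral entry, rose by 2.32 ± 0.26 (adjusted p = 0.0356). When adjusted over the list alone, 17 fell and 1 rose (adjusted p = 2.81e-10 from camera, adjusted p = 0.163 with an estimated correlation). Of 22 prostaglandin and leukotriene genes, 5 rose and 1 fell (6 and 4 when adjusted over the list alone), with a median of 0.14 (adjusted p = 0.211 from camera). PTGS1, a cyclooxygenase, rose by 1.59 ± 0.42 (adjusted p = 0.0383), and OXER1, a receptor for oxidized lipids, by 2.29 ± 0.88 (adjusted p = 0.0426). Of 19 adhesion and orphan G protein-coupled receptors, 8 rose (19 when adjusted over the list alone), with a median of 2.40 (adjusted p = 9.36e-24 from camera, adjusted p = 0.126 with an estimated correlation). P2RY2, a receptor for extracellular nucleotides, rose by 2.40 ± 0.77 (adjusted p = 0.0275). Of 10 peptidylarginine deiminases and transglutaminases, PADI2, PADI4 and F13A1 rose (3 when adjusted over the list alone), with a median of 0.28 (adjusted p = 4.83e-05 from camera, adjusted p = 0.175 with an estimated correlation), or 0.00 in subject 1 and 0.49 in subject 2.

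Of 20 cholesterol and lipid handling genes, PPARG fell (6 when adjusted over the list alone), with a median of −0.16 (adjusted p = 0.043 from camera, adjusted p = 0.194 with an estimated correlation), or −0.21 in subject 1 and −0.08 in subject 2. FABP4, a fatty acid carrier of macrophages, was at −1.19 ± 0.11 (adjusted p = 0.0534). None of 10 MHC class II genes passed limma over all probe sets or over the list alone (adjusted p = 0.00983 from camera, adjusted p = 0.378 with an estimated correlation), and HLA-DOA was at −0.67 ± 0.07 (adjusted p = 0.111). None of 19 hypoxia and stress genes passed limma over all probe sets, 3 rose when adjusted over the list alone, and the median was 0.21 (adjusted p = 0.0448 from camera, adjusted p = 0.489 with an estimated correlation), or 0.46 in subject 1 and 0.04 in subject 2. SLC2A1, a glucose transporter, was higher by 1.60 ± 0.09 (adjusted p = 0.0685). The 10 housekeeping genes had a median of −0.13 (adjusted p = 0.194 from camera).

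After mepolizumab, 62 probe sets rose with SBP-Ag (V4 − V3) and 2 fell by limma. This count, too, was not stable when 1 array was left out. JCHAIN rose by 4.73 ± 0.18 (adjusted p = 0.0352), PLA2G7, which degrades platelet-activating factor, by 4.15 ± 1.00 (adjusted p = 0.0401) and KCNJ15, a potassium channel, by 2.70 ± 0.29 (adjusted p = 0.0401). HP fell by 2.95 ± 0.19 (adjusted p = 0.0482) and THBS1, which encodes thrombospondin, by 1.70 ± 0.20 (adjusted p = 0.0496). Of 24 cell cycle genes, 23 were higher at V4 than at V3, with a median of 0.84 (adjusted p = 4.66e-14 from camera, adjusted p = 0.182 with an estimated correlation). None passed limma over all probe sets and 15 rose when adjusted over the list alone. CDK1, a kinase that drives mitosis, was higher by 1.69 ± 0.65 (adjusted p = 0.098). For V2 − V1 the median of this list was 0.04 (adjusted p = 0.743 from camera), and −0.02 after centring (adjusted p = 0.681). For V3 − V1, limma called no probe set (133 at an unadjusted p under 0.05, smallest adjusted p = 0.868).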
